# Gene Expression Profile in Similar Tissues Using Transcriptome Sequencing Data of Whole-Body Horse Skeletal Muscle

**DOI:** 10.3390/genes11111359

**Published:** 2020-11-17

**Authors:** Ho-Yeon Lee, Jae-Yoon Kim, Kyoung Hyoun Kim, Seongmun Jeong, Youngbum Cho, Namshin Kim

**Keywords:** RNA-Seq, skeletal muscle, differentially expressed genes

## Abstract

Horses have been studied for exercise function rather than food production, unlike most livestock. Therefore, the role and characteristics of tissue landscapes are critically understudied, except for certain muscles used in exercise-related studies. In the present study, we compared RNA-Seq data from 18 Jeju horse skeletal muscles to identify differentially expressed genes (DEGs) between tissues that have similar functions and to characterize these differences. We identified DEGs between different muscles using pairwise differential expression (DE) analyses of tissue transcriptome expression data and classified the samples using the expression values of those genes. Each tissue was largely classified into two groups and their subgroups by k-means clustering, and the DEGs identified in comparison between each group were analyzed by functional/pathway level using gene set enrichment analysis and gene level, confirming the expression of significant genes. As a result of the analysis, the differences in metabolic properties like glycolysis, oxidative phosphorylation, and exercise adaptation of the groups were detected. The results demonstrated that the biochemical and anatomical features of a wide range of muscle tissues in horses could be determined through transcriptome expression analysis, and provided proof-of-concept data demonstrating that RNA-Seq analysis can be used to classify and study in-depth differences between tissues with similar properties.

## 1. Introduction

Genetic studies of livestock have primarily been aimed at increasing production. Most livestock animals raised today are for meat, and improvements have been made to control fat content and muscle properties to induce rapid muscle growth or maximize the favored types of tissues [1,2,3,4,5,6].

Horses have been identified as a suitable model for studying gene expression in skeletal muscle related to exercise ability [7,8,9,10,11], which is rare for livestock. The present study is similar to a prior report of muscle activity and associated genes in humans [12,13,14,15]. Skeletal muscles have different physiological characteristics depending on their role, which is related to the composition of muscle fibers according to the main purpose of the muscle in question.

The primary component that determines the physiological function of muscles is myosin heavy chain (MyHC), which is myofibril’s thick filament. MyHC is classified into three types, type I, type IIa, and type IIb/IIx, depending on their contraction rate and metabolic phenotype. Type I is a slow oxidative (SO) fiber that has a slow contraction speed and obtains ATP from oxidative phosphorylation (OXPHOS). Type IIb/IIx is a fast glycolytic muscle (FG) that contracts rapidly and take ATP from glycolysis, and type IIa is a fast-oxidative-glycolytic (FOG) fiber with intermediate properties of type I and type IIb/IIx.Type I is a slow oxidative (SO) fiber that has a slow contraction speed and obtains energy from OXPHOS.

Higher content of type I fibers is associated with slower contraction and highly oxidative metabolism. These slow-twitch muscles are reddish due to the high mitochondria, myoglobin, and capillary distribution. The force that can be created by muscle contraction is not strong, but their fatigue resistance makes them used for posture maintenance or continuous and repetitive activities. On the contrary, a higher content of type II (b) fibers is associated with faster contraction and a a glycolytic phenotype [16,17]. Fast-twitch muscles such as these produce ATP through anaerobic glycolysis, and they can exert a strong force in a short time due to their fast-contraction speed but become fatigued easily. Because they use less oxygen, they contain fewer mitochondria, blood vessels, and myoglobin. Consequently, they are less reddish than slow-twitch muscle and look beige or pale-colored. MyHC fibers vary in composition depending on the muscle’s use, and their ratio can be changed by muscle conditioning. Additionally, depending on the characteristics of muscles altered by MyHC content, gene expression associated with the corresponding functions will differ.

In general, to evaluate the distribution, or ratio, of each fiber, measurement of protein expression, or comparison of cross-section thickness to identify the fiber types via microscopy is used [7,16]. However, next-generation sequencing (NGS) analysis of RNA-Seq data can reveal the dominant characteristics of each tissue by comparing global gene expression between tissues, even though the actual fiber composition cannot be directly identified. In addition, it is also possible to compare one tissue repeatedly with tissues from different sites [18].

Most studies of equine muscle tissue are focused on the analysis and improvement of exercise function. The primary breeds used in these studies have been Thoroughbred and Arabian horses, which are used primarily for horse racing or riding, and only a few tissues, such as the blood or gluteus medius, have been evaluated [7,8,9,10,11]. In the present study, we analyzed transcriptome sequencing data from 18 different skeletal muscle tissues taken from the Jeju horse. The Jeju horse is a type of pony that lives on Jeju Island in Korea. It is ~110–120 cm in height and resilient to disease [19].

However, we could not study the unique characteristics of Jeju horse itself because a sufficient number of samples were not secured. Furthermore, because of the specificity of finely classified muscle data from the whole body, we could not obtain similar data from previous studies. Thus, we aimed to identify the transcription expression between skeletal muscle tissues by utilizing the particularity of the subdivided tissue data.

RNA-Seq data of 18 different muscle regions of the Jeju horse were subjected to differential expression (DE) analysis (Figure 1) [20,21], which was classified by k-mean clustering. We used RNA-Seq data to determine if the detailed classification of skeletal muscles with similar properties ware possible. Additionally, we sought to determine the physiological characteristics of each muscle compared with similar and proximal tissues by identifying specific gene expression patterns between tissues.

## 2. Materials and Methods

### 2.1. Ethics Statements

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee and were approved by the Animal Genomics and Bioinformatics Division, National Institute of Animal Science (No.2014-080). All efforts were made to minimize animal suffering.

### 2.2. Sample Collection

The specimens were obtained from a male horse, born on 12 June 2012, managed by the National Institute of Animal Science, R.D.A, Jeju, South Korea. It was slaughtered through exsanguination after electric stunning. Each tissue was collected from 18 regions of skeletal muscles in a hot-carcass state and immediately frozen to liquid nitrogen and preserved at −80 °C.

### 2.3. RNA Sequencing

Samples were obtained from a Jeju horse, a region-specific horse breed in Jeju, South Korea. Sample libraries from 18 different skeletal muscles were obtained from one Jeju horse. Ribosomal RNA was removed from total RNA using a RiboMinus Eukaryote kit for RNA-Seq (Thermo Fisher Scientific, Sunnyvale, CA, USA). The RNA-Seq library was prepared using a TruSeq RNA kit (Illumina; San Diego, CA, USA). Sampling and RNA sequencing were conducted by the National Institute of Animal Science, Rural Development Administration, and sequenced using an Illumina HiSeq 2000 (2 × 101 bp). The GEO accession number for this data set is GSE113147.

### 2.4. Data Processing

Quality assessment was conducted using FastQC version 0.11.5 software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) to analyze sequence reads in the fastq file format. Using the NGSQCToolkit [22] with a Phred quality score < 20 and less than 50 bp in total length were removed with paired-read and adapter sequences were trimmed.

The reference RNA sequence FASTA files were mapped to the horse genome (EquCab2 79, Equus_caballus.EquCab2.DNA.chromosome.1~31, X, MT, nonchromosomal.fa) downloaded from the Ensembl FTP database. The alignment was performed using the STAR (v 2.5.2b) RNA-Seq aligner with a two-pass method [23]. Using this approach, the first alignment detected splice junctions based on transcript information, and the final alignment was performed using splice junctions as a guide. As a guide for transcript alignment, we used the relevant gtf file (Equus_caballus.EquCab2.87.gtf) as a reference. The alignment process provided read counts for a total of 26,841 genes in 18 samples.

### 2.5. Differential Expression Analysis

First, the differentially expressed genes (DEGs) between each Jeju horse skeletal muscle were identified by pairwise analysis using the negative binomial test of the DESeq R package [24]. Based on the reads per gene counts identified through sequence mapping, the pairwise DEGs (*p*-value < 0.05) of all 18 tissues were identified. All DEGs (*n* = 1292) identified by pairwise analysis and their read counts were used to implement clustering of samples by their differential gene expression.

Clustering was performed using the hclust and the k-means function of the R package, and the optimal k value (k = 2) was calculated by the NbClust package in the R. The k-means clustering divides 18 tissues into large two groups, and we subdivided two groups into three subgroups each. Based on the classified cluster information, we conducted a DE analysis between groups using entire genes (*n* = 26,841). DESeq2 was used for DE analysis [25].

### 2.6. IPA Analysis

Further analysis to determine the functions of the identified DEGs was conducted using Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood, CA, USA) [26]. IPA was used to conduct enrichment analysis of the canonical pathway of the gene set and the inter-molecule network. To import the gene list and avoid omissions in the advanced analysis results as much as possible, the Ensembl Equus Caballus gene ID was converted into a well-annotated Ensembl human ID to identify DEGs.

### 2.7. Gene Ontology

Gene ontology (GO) enrichment analysis of DEGs was performed using the biological processes of the GeneOntology site (http://geneontology.org/, Powered by PANTHER) [27]. GO terms selected only the term of the main category, except subcategories.

## 3. Results

### 3.1. Read Alignments and Results

By mapping the raw data to the ensemble horse genome (EquCab2 79) using STAR-2PASS alignment, the raw reads were aligned to a total of 26,841 genes. The number of raw sequence reads per sample ranged from 55.7 to 83.1 M, with an average of 64.1 M and an average input read length of 202 bp (2 × 101 bp). 

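RNA of 18 skeletal muscles from 1 Jeju horse was sequenced with 1 library per muscle, so the muscles of a group serve as its replicates and the spread between them includes the differences between muscles. The authors deposited the number of reads that they counted on each Ensembl gene of EquCab2, without normalization, and the table analysed here holds 25239 genes. Between 31395013 reads in muscle 6 (omohyoideus) and 50508515 reads in muscle 18 (pectoralis ascendens) were counted on genes. The median was 37006264 counts over the 9 muscles of group A, which ranged from 33537488 to 39254160, and 38915967 counts over the 9 muscles of group B, which include both extremes. All values use these counted reads and not the larger number of raw reads that the paper states. The most abundant gene of each library took 24.1% to 39.1% of its counts, and the 10 genes most abundant on average took 57.6% to 72.2%. The TMM factors of edgeR, which scale each library for such differences in composition, lay between 0.822 and 1.41. Groups are those of Figure 3 and Figure 4, with the names of the subgroups as in Figure 4. Group A1 holds muscles 1, 3, 4 and 10, group A2 muscles 5, 7 and 8, and group A3 muscles 2 and 15. Group B1 holds muscles 11, 12, 13, 14 and 18, group B2 muscles 6 and 17, and group B3 muscles 9 and 16. The study formed these groups from the same counts, so a p-value between groups describes how far apart they lie and is not a test of groups defined beforehand. DEGs were called at the thresholds of the study with edgeR's quasi-likelihood test, among genes that pass edgeR's filter on low counts. Genes are listed by Ensembl identifier, and 52 of them were named because Figure 4 shows their counts, which equalled the counts of 1 identifier in every muscle compared, in all 18 muscles for 37 genes and in 3 to 17 muscles for 15 genes. The skeletal myosin heavy chain genes resemble each other closely and the authors' counting could have split reads between them, so the levels of MYH1 and MYH7 are uncertain to that extent.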

Uniquely mapped reads averaged 53.1 M, representing 83.2% of the total average reads.

### 3.2. Differential Expression Analysis

#### 3.2.1. Classification

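Each pair of the 18 muscles was compared with edgeR's exact test in place of the DESeq package, which was not used here. As every muscle has 1 library, the dispersion was estimated over all 18 libraries taken as 1 group, and each test compares 2 libraries. At the study's threshold, an unadjusted p of 0.05 in the exact test, 6582 of the 11680 genes tested differed in at least 1 pair. The number of DEGs per pair ranged from 21 between muscles 5 and 7 (rhomboideus and trapezius) to 1934 between muscles 4 and 17 (supraspinatus and extensor digitorum lateralis), with a median of 484. The setting that moved the union most was Benjamini-Hochberg adjustment within each pair, which left 1493 genes.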

A total of 1292 DEGs were identified through pairwise analysis. This number means that most of the DEGs shown in Figure 2 are overlapping. These are key features that can explain the difference between skeletal muscles among 26,841 genes prepared for clustering 18 samples. We classified samples into hierarchical clustering (using the value of log2 (count + 1)) and k-means clustering through the raw count data of these 1292 DEGs. The optimal k value calculated using the NbClust was set as 2 (Supplementary Materials Figure S1).

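The union of the pairwise DEGs was used to cluster the 18 muscles. Hierarchical clustering of log2(count + 1) with complete linkage, the default of hclust as the paper's text names no linkage, set muscles 8 and 17 apart from all others, and 9 of the 18 muscles fell on the side of their group in Figure 3A. K-means clustering of the raw counts with k = 2 set muscle 17 apart, and 10 of the 18 muscles fell on the side of their group. A cluster of 1 muscle gives 10 of 18 whichever muscle it holds, so these numbers depend mostly on the size of the clusters. Of the variance in the raw counts, 94.3% came from 1 gene, ENSECAG00000012544. Across other gene sets, log2 CPM in place of counts and other linkages, 9 to 12 muscles fell on the side of their group. The distances between muscles were closer to the groups of the study. The nearest muscle, by Euclidean distance of log2 CPM over 11680 genes, belonged to the same main group for 17 of the 18 muscles. The exception was muscle 11 (semitendinosus), whose nearest muscle was muscle 1 (caput longum of the triceps brachii). The first principal component held 23.2% of the variance. Divided at its median into 9 and 9 muscles, it placed 16 of the 18 on the side of their group, and divided at 0 it placed 14.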

Samples were divided primarily into two groups, and the classification results were the same in both hierarchical clustering and k-means clustering (Figure 3). Each group classified by clustering was labeled as “A” or “B” (Figure 3A) and normalized using DESeq2 [25], and subsequently plotted on a PCA plot (Figure 3B). Groups A and B were further divided into subgroups based on the results of k-means clustering (k = 3). 

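K-means clustering with k = 3 was repeated within each main group on the union of pairwise DEGs. In group A, the raw counts placed 5 of 9 muscles in the cluster that best matched their subgroup in Figure 4, and log2(count + 1) placed 7 of 9. In group B, these numbers were 6 and 7 of 9. On the log2 scale, muscle 8 clustered with muscle 2 and not with muscles 5 and 7 of group A2, and muscle 15 clustered with the muscles of group A1. In group B, muscle 17 formed a cluster of its own, muscle 6 clustered with muscles 11, 12, 13 and 18, and muscle 14 with muscles 9 and 16. Muscles 5 and 7 were the closest of all pairs, at a distance of 33.5 against a median of 64.1 over all pairs. Muscles 2 and 15 of group A3 were 54.3 apart, and muscles 6 and 17 of group B2 were 79.0 apart.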

The k = 3 is a maximum value that allows two or more tissues to be included in one subgroup for DESeq2 analysis. The clustering results through k-means are presented on the PCA plot of Figure 3B–D.

#### 3.2.2. Comparison of A vs. B

As a result of performing DE analysis on the total gene counts of groups classified into A and B using DESeq2, a total of 1264 DEGs (up = 597, down = 667, adjusted-*p* < 0.05, |log2Foldchange| > 0.58 (FC = 1.5)) were identified. 

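Of 12738 genes that passed the count filter, 831 were DEGs between groups A and B in edgeR's quasi-likelihood test, 469 upregulated and 362 downregulated in group A. The setting that moved this number most was the DESeq2 Wald test, with 1102 DEGs, 583 upregulated and 519 downregulated, of which 825 were shared with the 831. With each muscle left out in turn, the number stayed between 695 (without muscle 4) and 1019 (without muscle 8). The largest upregulated genes were ENSECAG00000013861 and ENSECAG00000018234, which have no gene name here. Their levels in group A were low, at 1.22 ± 0.26 and 1.14 ± 0.278 CPM (SD, n = 9 muscles). In every library of group B they had at most 3 counts, so they were at least 12.9-fold and at least 12.1-fold higher in group A. The largest downregulated genes were ENSECAG00000014997, with a log2FC of -3.05 (standard error 0.41, adjusted p = 4.84e-05 from edgeR), and ENSECAG00000017415, with a log2FC of -2.82 (standard error 0.40, adjusted p = 7.55e-05 from edgeR).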

The expression fold-change for A vs. B in DESeq2 results represents the value of A/B. Subsequent “upregulated/downregulated” means higher/lower expression in the former’s condition of A vs. B. Genes in the Ensemble gene id format were converted into HGNC gene symbol format for further analysis, and a total of 857 (up = 487, down = 370) were successfully converted.

The IPA and gene ontology were used for gene set enrichment analysis of the identified DEGs. Table 1 shows the pathways within the top 10 scores (–log (*p*-value); > 1.3) with *z*-score values (not 0) in the IPA canonical pathway results.

GO analysis was performed to elucidate the functional enrichment of upregulated DEGs of biological processes using PANTHER. Table S1 contains the top 10 GO terms based on the fold enrichment value. Directly related to the function of skeletal muscles are “regulation of muscle adaptation (GO:0043502)” and “regulation of striated muscle contraction (GO:0006942)”.

#### 3.2.3. Group A

To identify the characteristics of the muscles in each group, we conducted DE for subgroups in groups A and B, respectively. In A and B, a total of three sets of 1 vs. 2, 1 vs. 3, and 2 vs. 3 were performed. In comparison of group A1 and A2, a total of 236 DEGs (up = 128, down = 108, adjust-P <0.05, |log2FC| > 1) were identified, of which 200 genes (up = 101, down = 99) were converted to the human gene symbol. As a result of analyzing the DEGs by IPA (Table 2), an increase in the glycolysis and gluconeogenesis canonical pathway was confirmed. This is similar in GO (Table S2), as we could find fast-twitch glycolytic muscle-related GO terms like “positive regulation of fast-twitch skeletal muscle fiber contraction (GO:0031448)”, “canonical glycolysis (GO:0061621)”, and “gluconeogenesis (GO:0006094)” in GO analysis of upregulated DEGs. 

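The 3 subgroups of group A were fitted together over its 9 muscles, with 13541 genes tested. Between A1 (n = 4 muscles) and A2 (n = 3), 152 genes were DEGs, 95 upregulated and 57 downregulated in A1. The number depended on single libraries and fell to 42 without muscle 5 (rhomboideus) and rose to 178 without muscle 3 (infraspinatus). The DESeq2 Wald test called 285 DEGs, 151 upregulated and 134 downregulated, and 148 of them were among the 152.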

Considering these results, the muscles of group A1 are more glycolytic than the muscles of A2 and are thought to be closer to the fast twitch.

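The 10 glycolysis genes of Figure 4 had a median log2FC of 1.49 in A1 vs. A2, with 8 of 10 higher in A1 (adjusted p = 5.07e-08 from camera of limma with its preset correlation). With each muscle left out in turn, this median stayed between 1.41 and 1.61. Of these genes, 9 had an adjusted p below 0.05 in edgeR over all genes tested, and 10 when adjusted over the list alone. The 10 genes are those that Table 2 gives as DEGs of this comparison on these libraries, so their direction, the results of camera and fry and the count adjusted over the list alone are not independent evidence. The 10 fast twitch genes had a median log2FC of 1.95, with 9 of 10 higher (camera of limma, adjusted p = 3.25e-13). The 10 slow twitch genes were all lower, with a median log2FC of -0.95 (camera of limma, adjusted p = 3.63e-07). The 10 OXPHOS genes were all higher, with a median of 0.54 (camera of limma, adjusted p = 4.29e-06), which was 0.33 without muscle 8 and 0.67 without muscle 5. Fry of limma keeps the correlation between genes as it is in the data. It tests the genes of a list alone, whereas camera tests them against all other genes. Under fry, the calls for glycolysis (adjusted p = 0.0021), fast twitch (0.000268) and slow twitch genes (0.0144) held, and that for OXPHOS genes did not (0.051).
MYH1, which encodes a fast myosin heavy chain, was at 11401 ± 3983 CPM (SD, n = 4) in A1 and 201 ± 94.0 CPM (n = 3) in A2, a log2FC of 5.81 (standard error 0.53, adjusted p = 0.00123 from edgeR). The glycolytic enzyme PGAM2 was at 597 ± 173 CPM and 139 ± 20.6 CPM, a log2FC of 2.07 (standard error 0.30, adjusted p = 0.00793 from edgeR). ACTN3 was upregulated in A1 with a log2FC of 2.35, whereas CASQ2 and the glycolytic enzyme ALDOC were downregulated with log2FC of -2.02 and -2.36. Each of these 3 calls was lost in 1 of the 9 fits that left out a muscle, where the adjusted p from edgeR reached 0.054 for ACTN3 and ALDOC and 0.072 for CASQ2. MYH7, the slow myosin heavy chain, had a log2FC of -1.17 that did not pass the threshold in edgeR (standard error 0.31, adjusted p = 0.109) and passed it in DESeq2 (adjusted p = 0.00171).

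**Figure D1:**
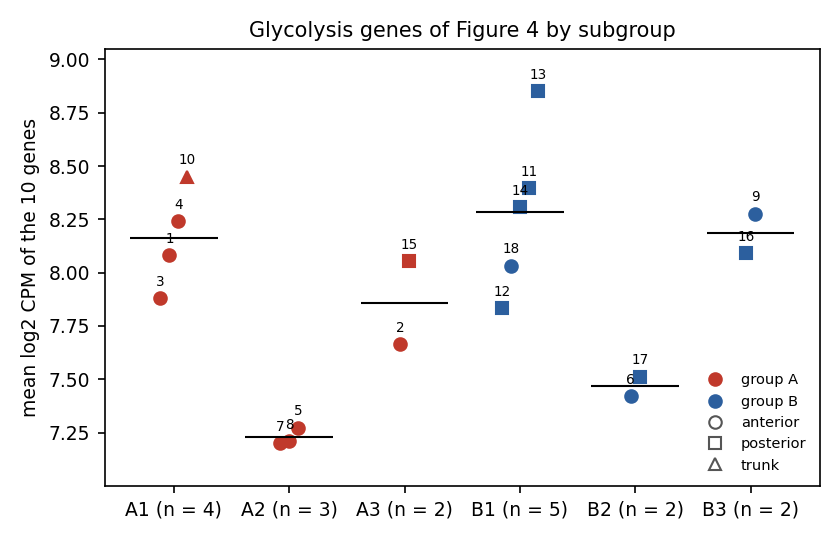
Mean log2 CPM of the 10 glycolysis genes of Figure 4 in each of the 18 muscles (y axis), by subgroup (x axis). Each point is 1 muscle with its number, the colour gives the main group, the shape the position, and the line the mean of the subgroup; the muscles of A1 lie between 7.88 and 8.45 and those of A2 between 7.20 and 7.27.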

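Between A1 (n = 4 muscles) and A3 (n = 2, biceps brachii and the caudal part of the biceps femoris), 136 of the 13541 genes tested were DEGs in edgeR's quasi-likelihood test. Of these, 135 were downregulated in A1 and 1 was upregulated. The upregulated gene, ENSECAG00000005658, was at 52.2 ± 4.98 CPM (SD, n = 4) in A1 and 24.9 ± 6.42 CPM (n = 2) in A3, a log2FC of 1.07 (standard error 0.19, adjusted p = 0.0398 from edgeR). This identifier was named after its values were seen. The call was lost without muscle 1, 3, 4, 5 or 7, and in the fit of only the 2 subgroups compared. In each of these fits there were 0 upregulated DEGs. Without muscle 8 or muscle 10 there were 2. The number of DEGs rested on single libraries, with 5 DEGs without muscle 1, 6 without muscle 3, 5 without muscle 4 and 112 without muscle 10. It was 8 without muscle 5, 9 without muscle 7 and 64 without muscle 8, which belong to A2 and enter through the shared spread, count filter and normalization. Among genes with at least 10 counts in every library there were 0 DEGs, with 311 genes at an unadjusted p below 0.05. With DESeq2's Wald test there were 327 DEGs, 8 upregulated and 319 downregulated.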

A total of 383 DEGs (up = 3, down = 380, adjust-*p* < 0.05, |log2FC| > 1) were identified through DE analysis of groups A1 and A3 (301 genes (up = 1, down = 300) were converted to a gene symbol). In A1 vs. A3, all genes were down regulated except three genes, including the only annotated TLE1. The results of the IPA analysis could not identify canonical pathways directly related to metabolic processes, such as glycolysis, and most pathways were associated with immune responses, including T cell signaling pathways (Table 2). Additionally, in GO analysis, which was conducted on downregulated DEGs (Table S3), most of the GO terms related to T cell and immune response were confirmed, and there was no direct result on metabolism.

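In A1 vs. A3, the glycolysis, fast twitch and OXPHOS genes of Figure 4 were each higher in A1 in 10 of 10 genes, with median log2FC of 0.40, 0.46 and 0.47. The glycolysis genes were picked as DEGs of A1 vs. A2 on the same libraries of A1 (Table 2), so their result is not fully independent evidence. All 3 lists passed the threshold with camera of limma (adjusted p = 0.00574, 1.27e-05 and 1.27e-05), and none did under fry of limma (adjusted p = 0.28, 0.13 and 0.24). In edgeR, no gene of these lists had an adjusted p below 0.05 over all genes tested. Adjusted over the list alone, 2 fast twitch genes had. DESeq2's Wald test gave the fast twitch gene ACTN3 a log2FC of 1.36 with an adjusted p of 0.0119, against 0.160 in edgeR. The median of the glycolysis genes was 0.15 without muscle 2 and 0.64 without muscle 15, and that of the fast twitch genes 0.17 and 0.85. MYH1 had a log2FC of 0.46 (standard error 0.47, adjusted p = 0.905 from edgeR), which was -0.02 without muscle 2 and 1.25 without muscle 15. The T cell genes of Table 2 were not analysed here, as no identifier could be matched to their names.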

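In A2 (n = 3 muscles) vs. A3 (n = 2), edgeR's quasi-likelihood test called 29 DEGs among the 13541 genes, 7 upregulated and 22 downregulated in A2. Without muscle 5 the number was 7, and without muscle 3 of group A1, which enters through the shared spread, count filter and normalization, it was 50. The DESeq2 Wald test called 388 DEGs, 126 upregulated and 262 downregulated, including all 29. The largest upregulated DEG, ENSECAG00000024113, was at 191 ± 49.3 CPM in A2 and 37.2 ± 13.7 CPM in A3, a log2FC of 2.36 (standard error 0.36, adjusted p = 0.0305 from edgeR). The largest downregulated DEG, ENSECAG00000009556, had a log2FC of -6.77 (standard error 0.61, adjusted p = 0.00132 from edgeR), and it was likewise downregulated in A1 vs. A3 with a log2FC of -5.87.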

In group A2 vs. A3, a total of 363 DEGs (up = 98, down = 265, adjust-*p* < 0.05, |log2FC| > 1) were identified. Among them, 283 were converted to human gene symbols, 89 upregulated DEGs, and 194 downregulated DEGs. 

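The glycolysis genes of Figure 4 had a median log2FC of -1.20 in A2 vs. A3, with 8 of 10 lower in A2 (adjusted p = 5.23e-05 from camera of limma, 0.0194 from fry). None of them had an adjusted p below 0.05 over all genes tested in edgeR, and 10 had when adjusted over the list alone. Table 2 gives 8 of these genes as DEGs of A2 vs. A3 on the same libraries, so these list results are not independent evidence. The median was -1.49 without muscle 2 and -0.81 without muscle 15, which each leave 1 muscle in A3. PKM had a log2FC of -1.42 (standard error 0.30), with an adjusted p of 0.0731 in edgeR and 0.000166 in DESeq2. MYH1 was at 8304 ± 4847 CPM (SD, n = 2) in A3, a log2FC of -5.35 for A2 vs. A3 (standard error 0.54, adjusted p = 0.00182 from edgeR). MYBPC2, another fast twitch gene, had a log2FC of -2.04 (standard error 0.34, adjusted p = 0.0393 from edgeR), a call that held in 1 of the 7 fits that left out a muscle and allowed a test. The fast twitch genes had a median log2FC of -1.18 with 9 of 10 lower, and the slow twitch genes one of 1.08 with 10 of 10 higher, and both passed the threshold under camera and fry of limma. The immune genes of Table 2 were not analysed here.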

In the IPA canonical pathway, downregulation of glycolysis was confirmed, and also included a number of immune-related pathways, such as those found in A1 vs. A3 (Table 2). Likewise, in the GO of downregulated DEGs (Table S3), “canonical glycolysis (GO:0061621)” and “gluconeogenesis (GO:0006094)” were identified, and the GO term related to the immune response occupied the majority as in the IPA analysis. GO terms identified in upregulated DEGs (Table S2) include “cardiac myofibril assembly (GO:0055003)”, “detection of calcium ion (GO:0005513)”, “muscle system process (GO:0003012)”, “locomotion (GO:0040011)”, and “movement of a cell or subcellular component (GO:0006928)”.

#### 3.2.4. Group B

The same as group A, organizations classified as group B were also divided into three subgroups by k-means clustering, and DE analysis was conducted for each group. In comparison with group B1 and group B2, a total of 416 DEGs (up = 184, down = 232, adjust-*p* <0.05, |log2Foldchanage| > 1) were identified, of which 355 (up = 148, down = 208) has been converted to human gene symbol. 

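The 3 subgroups of group B were fitted together over its 9 muscles, with 13755 genes tested. Between B1 (n = 5 muscles) and B2 (n = 2), 132 genes were DEGs in edgeR's quasi-likelihood test, 37 upregulated and 95 downregulated in B1. With single muscles left out the number ranged from 44 (without muscle 11, semitendinosus) to 93 (without muscle 16 of group B3). DESeq2's Wald test found 415 DEGs, 183 upregulated and 232 downregulated. Of the upregulated DEGs, ENSECAG00000012172 was at 42.5 ± 16.7 CPM (SD, n = 5) in B1 and 2.89 ± 0.106 CPM (n = 2) in B2, a log2FC of 3.88 (standard error 0.41, adjusted p = 0.00144 from edgeR). CASQ2 was downregulated in B1 with a log2FC of -4.24 (standard error 0.45, adjusted p = 0.00144 from edgeR). Its level was 3.26 ± 1.39 CPM in B1 and 25.4 and 97.6 CPM in the 2 muscles of B2.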

The upregulation of glycolysis, oxidative phosphorylation, and gluconeogenesis was found in the IPA canonical pathway for these genes (Table 3). This suggests that in tissues belonging to group B1, overall energy metabolism occurs more actively than muscles in group B2. This is the same in GO analyzed using upregulated gene (Table S4), “canonical glycolysis (GO:0061621)”, “gluconeogenesis (GO:0006094)”, “regulation of oxidative phosphorylation (GO:0002082)”, “mitochondrial electron transport, NADH to ubiquinone (GO:0006120)”, “aerobic respiration (GO:0009060)”, and other GO terms were also identified.

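The glycolysis genes of Figure 4 had a median log2FC of 1.17 in B1 vs. B2, with 8 of 10 higher in B1 (adjusted p = 1.43e-05 from camera of limma, 0.0225 from fry). The OXPHOS genes had a median log2FC of 1.08, with 10 of 10 higher (adjusted p = 1.56e-11 from camera of limma, 0.00233 from fry). In edgeR, 3 OXPHOS genes (NDUFV1, NDUFA8 and UQCR11) had an adjusted p below 0.05 over all genes tested. Adjusted over the list alone, 10 had. For glycolysis these numbers in edgeR were 0 and 10. All 10 OXPHOS genes and 6 of the glycolysis genes are DEGs of B1 vs. B2 in Table 3, called on these libraries, so their direction, the results of camera and fry and the counts over the list alone are not independent evidence. The mean log2 CPM of the OXPHOS list lay between 6.43 and 7.10 in the muscles of B1 and between 5.61 and 5.64 in those of B2. NDUFV1, a subunit of complex I, was at 97.1 ± 11.2 CPM (SD, n = 5) in B1 and 44.5 ± 4.88 CPM (n = 2) in B2, a log2FC of 1.12 (standard error 0.21, adjusted p = 0.0294 from edgeR). Its adjusted p exceeded 0.05 in 5 of the 7 fits that left out a muscle and allowed a test, and reached 0.0846. PGAM2 had a log2FC of 1.86 (standard error 0.43), with an adjusted p of 0.0616 in edgeR and 3.43e-05 in DESeq2. Fast twitch genes were also higher in B1, with a median log2FC of 1.14 in 9 of 10 genes (adjusted p = 1.53e-07 from camera of limma). Slow twitch genes were lower in 10 of 10 genes with a median of -0.63, a call made by camera of limma (adjusted p = 0.000212) and not by fry (0.0878), and this median was -0.98 without muscle 6 and -0.30 without muscle 17. ACTN3 had a log2FC of 2.77 (standard error 0.58, adjusted p = 0.0463 from edgeR), a call that held in 1 of 7 such fits. MYH1 had a log2FC of 4.75 (standard error 1.06), with an adjusted p of 0.0552 in edgeR and 5.69e-07 in DESeq2.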

In group B1 vs. group B3, a total of 219 DEGs (up = 151, down = 68, |log2Foldchanage| > 1) were identified, of which 164 (up = 117, down = 46) were converted to gene symbols. 

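In B1 (n = 5 muscles) vs. B3 (n = 2), edgeR's quasi-likelihood test called 24 DEGs among the 13755 genes tested, 9 upregulated and 15 downregulated in B1. The number was 7 without muscle 11 and 95 without muscle 6 of group B2, which enters through the shared spread, count filter and normalization. The DESeq2 Wald test called 176 DEGs, 109 upregulated and 67 downregulated, including all 24. The largest upregulated DEG, ENSECAG00000016631, was at 4.70 ± 0.921 CPM in B1 and 0.0964 ± 0.0932 CPM in B3, a log2FC of 5.52 (standard error 0.88, adjusted p = 0.0298 from edgeR). Among the downregulated DEGs, ENSECAG00000006487 had a log2FC of -3.38 (standard error 0.39, adjusted p = 0.00419 from edgeR).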

In the IPA analysis, a pathway showing a certain tendency to metabolism was not found (Table 3), and pathways presumed to be upregulated are AMPK signaling, senescence pathway, synaptogenesis signaling pathway, factors promoting cardiogenesis in vertebrates, colorectal cancer metastasis signaling, adrenomedullin signaling pathway, cardiac hypertrophy signaling (enhanced), systemic lupus erythematosus in B cell signaling pathway, neuroinflammation signaling pathway, and hepatic fibrosis signaling pathway were identified. In GO of upregulated DEGs (Table S4), “response to nutrient levels (GO:0031667)”, “regulation of lipid metabolic process (GO:0019216)”, “positive regulation of developmental process (GO:0051094)”, and “positive regulation of multicellular organismal process (GO:0051240)” enrichment was confirmed for, and the GO term indicating a certain metabolism type was not identified.

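Of the glycolysis genes of Figure 4, 5 of 10 were higher and 5 were lower in B1 vs. B3 (adjusted p = 0.649 from camera of limma). Their median log2FC went from -0.29 without muscle 16 to 0.14 without muscle 9, which each leave 1 muscle in B3. The OXPHOS genes were higher in B1 in 10 of 10 genes with a median log2FC of 0.43, a call made by camera of limma (adjusted p = 0.00243) and not by fry (0.256). All 10 are DEGs of B1 vs. B2 in Table 3, picked as high in the same libraries of B1, so this result is not independent evidence. No gene of either list had an adjusted p below 0.05 in edgeR over all genes tested or when adjusted over the list alone. NDUFV1 had a log2FC of 0.46 (standard error 0.20, adjusted p = 0.323 from edgeR) and MYH7 a log2FC of 1.10 (standard error 0.72, adjusted p = 0.491 from edgeR), which was 0.32 without muscle 9 and 2.91 without muscle 16.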

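With 2 muscles in each of B2 and B3, edgeR's quasi-likelihood test called 8 DEGs among the 13755 genes tested, 5 upregulated and 3 downregulated in B2. By the Wald test of DESeq2 there were 152 DEGs, 81 upregulated and 71 downregulated, which included 7 of the 8. Leaving out a muscle of B1, which enters through the shared spread, count filter and normalization, moved the number to between 3 (without muscle 11) and 21 (without muscle 13). Of the upregulated DEGs, ENSECAG00000012753 was at 9.43 ± 3.31 CPM (SD, n = 2) in B2 and 0.194 ± 0.146 CPM (n = 2) in B3, a log2FC of 5.55 (standard error 0.83, adjusted p = 0.0401 from edgeR). Of the downregulated DEGs, ENSECAG00000013266 was at 7.68 ± 0.787 CPM and 36.5 ± 8.96 CPM, a log2FC of -2.25 (standard error 0.23, adjusted p = 0.00502 from edgeR).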

In the DE of group B2 vs. group B3, a total of 164 DEGs (up = 81, down = 83, |log2Foldchanage| > 1) were identified. Of these, 141 (up = 72, down = 69) were converted to human gene symbols. These DEGs showed downregulation of glycolysis and gluconeogenesis in the IPA canonical pathway (Table 3).

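The glycolysis genes of Figure 4 had a median log2FC of -1.50 in B2 vs. B3, with 8 of 10 lower in B2 (adjusted p = 9.85e-07 from camera of limma, 0.037 from fry). None of them had an adjusted p below 0.05 over all genes tested in edgeR, and 10 had when adjusted over the list alone. As 8 of these genes are DEGs of B2 vs. B3 in Table 3, called on the same libraries, these list results are not independent evidence. The median was -1.80 without muscle 16 and -1.14 without muscle 9. PGAM2 was at 221 ± 41.9 CPM (SD, n = 2) in B2 and 710.3 ± 165 CPM (n = 2) in B3, a log2FC of -1.70 (standard error 0.47), with an adjusted p of 0.262 in edgeR and 0.00938 in DESeq2. The OXPHOS genes were lower in B2 in 10 of 10 genes, with a median log2FC of -0.65 (adjusted p = 2.02e-07 from camera of limma, 0.037 from fry). Table 3 gives all 10 as DEGs of B1 vs. B2, so they were picked as low in the same 2 libraries of B2. Their direction and the results of camera and fry are therefore not independent evidence.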

The upregulated DEGs showed only association with “muscle contraction (GO:0006936)” in GO of upregulated DEGs (Table S4), but in analysis using downregulated DEGs (Table S3), they also identified the characteristics of the fast-twitch muscle, such as “positive regulation of fast-twitch skeletal muscle fiber contraction (GO:0031448)”, “canonical glycolysis (GO:0061621)”, and “gluconeogenesis (GO:0006094)”.

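The fast twitch genes of Figure 4 had a median log2FC of -1.36 in B2 vs. B3, with 9 of 10 lower in B2 under both camera and fry of limma (adjusted p = 0.037 from fry). The slow twitch genes were higher in 10 of 10 genes with a median of 1.24, a call made by camera of limma (adjusted p = 2.11e-06) and not by fry (0.0764), and this median was 0.74 without muscle 9 and 1.90 without muscle 16. MYH1 was at 297 and 481 CPM in the 2 muscles of B2, at 28075 CPM in muscle 9 and at 2314 CPM in muscle 16. Its log2FC of -5.31 (standard error 1.14) had an adjusted p of 0.164 in edgeR and 1.75e-05 in DESeq2, and was -2.58 without muscle 9 and -6.20 without muscle 16. MYH7 had a log2FC of 1.82 (standard error 0.83, adjusted p = 0.556 from edgeR), which was 1.03 without muscle 9 and 3.62 without muscle 16.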

## 4. Discussion

In general, it is known that the difference in muscle fiber type and their metabolic properties is the trait that classifies the skeletal muscles. Many studies have demonstrated differences in biochemical-metabolic phenotypes depending on muscle use and fiber composition. In addition, the type and nature of the skeletal muscle fiber that makes up the muscle are transformable and can vary depending on the role the muscle plays. As a result of previous studies of equine exercise capacity, the classification, properties, and related genes of skeletal muscle tissue are well characterized. These prior studies demonstrated a large number of exercise-induced changes, with increased expression of genes associated with oxidative phosphorylation and mitochondrial function in skeletal muscle of individuals endurance-exercised continuously for long periods of time [8,11,15,27]. These results have been verified by molecular biology studies [8,9,15].

In the present study, biochemical analyses using RNA-Seq data from various regions of horse skeletal muscle tissue were conducted, with the objective of identifying whether a classification based on tissue characteristics was possible within very similar tissues. In our 18 skeletal muscle tissue data obtained from Jeju horse, there were no biological or technical replicates for each of the muscle tissues. To compensate for this limitation, the DE between groups was identified by considering the groups of k-means clustering as a replicate for a similar trait.

The DEGs obtained in the pairwise comparison classified 18 muscle tissues into two groups (hierarchical and k-means both), and these were subdivided into three subgroups each. When the expression of genes that determine the fiber type, and the accompanying genes [28], and the expression of genes involved in the functional enrichment of the related traits [29,30,31,32,33] were compared by listing on the basis of clustered samples as a form of the heatmap (Figure 4), it was found that the genes are known to be expressed together with the type of muscle fiber [28], usually increased and decreased here as well. However, the expression of the gene that represents the muscle fiber type and the type of gene that is expected to accompany were not completely consistent.

Among DEGs, the expression of the gene known to be muscle fiber specific also represented various values within the same group A and group B. The difference between the two main groups was more distinguishable in the gene expression of the functional enrichment group of GO. 

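Between groups A and B, the fast twitch genes of Figure 4 had a median log2FC of -0.02, with 5 of 10 higher in A, a direction that reversed in 7 of the 18 fits that each left out a muscle. The medians were 0.17 for slow twitch, -0.35 for glycolysis and -0.12 for OXPHOS genes, and none of the 4 lists passed the threshold with camera of limma (adjusted p = 0.819, 0.155, 0.155 and 0.899). Without muscle 17 the slow twitch genes passed it, with a median of 0.40 (adjusted p = 0.0172). The median of the OXPHOS genes was -0.197 without muscle 17 and -0.0018 without muscle 13. Of the genes of these lists, 1 had an adjusted p below 0.05 over all genes tested in edgeR, the OXPHOS gene NDUFV1. In DESeq2 there were 4, MYOM2 (log2FC 0.66, adjusted p = 0.0357), MYH7 (1.05, 0.0395), ATP2A2 (0.89, 0.035) and NDUFV1 (0.55, 0.0167). MYH1 ranged from 132 to 15160 CPM over the 9 muscles of group A. Over the 9 muscles of group B it ranged from 297 to 28075 CPM. Its log2FC between the groups was -0.42 (standard error 0.85, adjusted p = 0.786 from edgeR). This log2FC was -0.011 without muscle 9 and -0.65 without muscle 10.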

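The 8 muscle adaptation genes of Figure 4 were all higher in group A than in group B, with a median log2FC of 0.89 (adjusted p = 7.84e-07 from camera of limma, 3.35e-07 from fry). Of these, 5 were DEGs in edgeR over all genes tested, and 8 had an adjusted p below 0.05 when adjusted over the list alone. The study took these 8 genes from its own upregulated DEGs of A vs. B on these libraries (Table S1), so their direction, the results of camera and fry and the count over the list alone are not independent evidence. PRKACA, a catalytic subunit of protein kinase A, was at 38.3 ± 6.42 CPM (SD, n = 9 muscles) in group A and 16.5 ± 2.64 CPM (n = 9) in group B, a log2FC of 1.21 (standard error 0.12, adjusted p = 2.41e-06 from edgeR). The other DEGs were NOS3 with a log2FC of 0.90, GTF2IRD1 with 0.89, NOTCH1 with 0.70 and JARID2 with 0.64, and all 4 kept an adjusted p below 0.05 in every fit that left out a muscle. Without muscle 3 the log2FC of JARID2 was 0.57, below the study's threshold of 0.58. MYH7 was at 13913 ± 7138 CPM in group A and 6712 ± 3936 CPM in group B. Its log2FC of 1.05 (standard error 0.40, adjusted p = 0.0865), that of ATP2A2 (0.89, standard error 0.32, adjusted p = 0.069) and that of FBXO32 (0.60, standard error 0.22, adjusted p = 0.0693) did not pass the threshold in edgeR. The 6 FA β-oxidation genes were all higher in group A with a median log2FC of 0.50 (adjusted p = 0.00306 from camera of limma, 9.96e-05 from fry). Of these genes, CPT1A (log2FC 0.56), IRS2 (0.55) and AKT2 (0.48) had an adjusted p below 0.05 in edgeR over all genes tested and a log2FC below 0.58. IRS2 lost it in 10 of the 18 fits that each left out a muscle.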

Among the identified DEGs on the heatmap (Figure 4), genes included in “regulation of muscle adaptation (GO:0043502)” were upregulated in group A and downregulated in group B, and genes in the “positive regulation of FA β-oxidation (GO:0032000)” represent similar patterns as well. The functional enrichment for “regulation of muscle adaptation (GO:0043502)” was also identified in the GO results of upregulated DEGs of group A (Table S1). These results suggest that the classification results were preferentially distinguished by differences in muscle adaptation-related functions and gene expressions involved therein.

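Averaged over the 8 muscle adaptation genes, expression was 6.02 ± 0.252 log2 CPM (SD, n = 9 muscles) in group A and 5.14 ± 0.259 log2 CPM (n = 9) in group B. The values of group A lay between 5.57 (muscle 1) and 6.29 (muscle 5), all above those of group B, which lay between 4.73 (muscle 9) and 5.47 (muscle 6). The genes were picked as upregulated in group A on the same libraries, so this separation is not independent evidence. From the upregulation of these genes in group A and the functional enrichment of muscle adaptation among its upregulated DEGs, the paper proposes that the classification followed first of all the functions related to muscle adaptation.

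**Figure D2:**
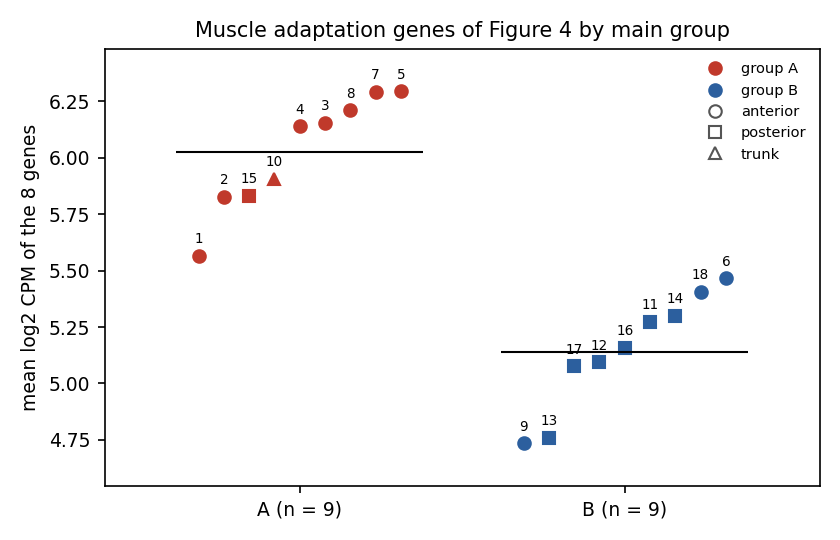
Mean log2 CPM of the 8 muscle adaptation genes of Figure 4 in each of the 18 muscles (y axis), by main group (x axis). Each point is 1 muscle with its number, the shape gives its position, and the line is the mean of the group; the lowest value in group A is 5.57 and the highest in group B is 5.47.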

The canonical pathways identified from group A vs. group B do not directly refer to the effect on skeletal muscle, but many studies have verified their metabolic functions in skeletal muscle and muscle adaptation. As shown in Figure S2, estrogen receptor (ER) signaling exists at the center of functions that DEGs are involved (Table 1). Estrogen is a type of sex hormone that circulates in the body and directly or indirectly affects many molecular pathways through ER, and exercise-induced skeletal muscle adaptation is also affected by ER. ER signaling increases muscle mass regulation and regeneration and is known to enhance ATP production and lipid metabolism by promoting fission fusion and β-oxidation of mitochondria [34,35,36,37,38]. In addition, it was confirmed that a number of canonical pathways included in the table were also affected by the control mechanisms of ER signaling or involved in changes in the types associated with exercise-indicated adaptation [39,40,41,42,43,44,45,46,47,48,49].

In the distribution of muscles shown in Figure 1, the muscles in group A are usually located in the anterior and the muscles in group B are mostly located in the posterior. 

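Positions were read from Figure 1, with muscles 1 to 9 and 18 as anterior, muscles 11 to 17 as posterior and muscle 10, of the trunk, left out. Group A held 7 anterior muscles and 1 posterior muscle, and group B held 3 anterior and 6 posterior muscles (Fisher's exact test, two-sided, p = 0.0498, 17 muscles). Counting muscle 10 as posterior gave an exact p of 0.153. The posterior muscle in group A was muscle 15 (biceps femoris caudal), and the anterior muscles in group B were muscles 6, 9 and 18. The nearest muscle in the distance of log2 CPM had the same position for 9 of the 15 muscles whose nearest muscle was not muscle 10.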

Taking together these differences in group A vs. group B, this result suggests that the muscles located in the front and rear perform different main functions and thus exhibit different gene expression. 

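When the 10 anterior muscles were compared with the 7 posterior muscles directly, edgeR's quasi-likelihood test called 5 DEGs among 12978 genes at the thresholds used for A vs. B. The anterior muscles had higher levels of ENSECAG00000004242 (log2FC 1.46, adjusted p = 0.0218 from edgeR) and ENSECAG00000004259 (log2FC 1.23, adjusted p = 0.00927 from edgeR) and lower levels of ENSECAG00000000726 (log2FC -3.34, adjusted p = 0.0218 from edgeR). ENSECAG00000024900 and ENSECAG00000024985 had 0 counts in every anterior library and were at 1.24 ± 0.199 and 1.65 ± 0.602 CPM (SD, n = 7) in the posterior muscles, at least 13.3-fold and at least 17.7-fold higher. These 5 identifiers were named after their values were seen. With the DESeq2 Wald test there were 144 DEGs, 58 upregulated and 86 downregulated, of which 2 were among the 5. Without muscle 15 edgeR called 29 DEGs, without muscle 12 it called 2, without muscle 5 or muscle 6 it called 3, and without muscles 15 and 18 together it called 144.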

Anatomical research of the muscle architecture revealed that the muscle of the forelimbs and hindlimbs have different main roles [21,50]. The proximal horse muscles of the hindlimbs provide energy for locomotion and the muscles of forelimbs act as stiff spring-like struts to support a greater proportion of the body mass [21]. Therefore, the gene expressions for adapting to continuous activity are stronger in the muscles of the forelimbs and anterior that supports the weight of the body. On the other hand, the gene expression for energy generation appears to be more dominant in the muscles of the hindlimbs and the posterior that provide power.

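The mean of the 8 muscle adaptation genes was 5.81 ± 0.511 log2 CPM (SD, n = 10) in the anterior muscles and 5.21 ± 0.325 log2 CPM (n = 7) in the posterior muscles. The difference of 0.60 had a two-sided exact permutation p of 0.0184 over 19448 splits. All 8 genes were higher in the anterior muscles with a median log2FC of 0.66, a call made by camera of limma (adjusted p = 0.00011) and not by fry (0.0625). The study picked these genes as upregulated in group A, which holds 7 of the 10 anterior muscles. The permutation p and the call of camera follow in part from that pick, so they are not independent evidence on position. Within group B, the 3 anterior and 6 posterior muscles differed by 0.09 (two-sided exact permutation p = 0.667 over 84 splits), which was not distinguishable from the spread between muscles. Group A has 1 posterior muscle, muscle 15, whose value was 5.83, so no test by position was possible within it. PRKACA had a log2FC of 0.72 between anterior and posterior muscles (standard error 0.26, adjusted p = 0.199 from edgeR) and MYH7 one of 0.82 (standard error 0.47, adjusted p = 0.414 from edgeR).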

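The mean of the 10 glycolysis genes differed by -0.42 on the log2 scale between the anterior and posterior muscles (two-sided exact permutation p = 0.0652), and that of the 10 OXPHOS genes by -0.15 (two-sided exact permutation p = 0.479). The median log2FC of the glycolysis genes between anterior and posterior muscles was -0.38 with 8 of 10 lower, a call made by camera of limma (adjusted p = 0.023) and not by fry (0.247). Without muscle 13 it was -0.26 (adjusted p = 0.0707 from camera of limma). The OXPHOS genes had a median log2FC of -0.24 with 8 of 10 lower (adjusted p = 0.138 from camera of limma), which was -0.34 without muscle 17 (adjusted p = 0.00658) and -0.10 without muscle 13. PGAM2 had a log2FC of -0.88 (standard error 0.39, adjusted p = 0.281 from edgeR).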

In skeletal muscle adaptation research conducted on porcine, it has been found that adaptation to endurance exercise occurs primarily in forelimb musculature [51]. As shown in Figure 1 and Figure 4, gene expressions for exercise adaptation are dominant in muscles of the anterior and it is thought that the same mechanism will work in equine also. According to Harrison et al. [52], muscle #9 (extensor carpi radialis) located in the forelimbs is activated in the swing state, unlike most of the other muscles in the forelimbs, which are activated in the state of stance. This report could explain why muscle #9 shows a similar expression to the muscles of group B, even though it is located in the anterior.

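The expression of muscle 9 over 11680 genes was compared with the mean log2 CPM of group A and of the other 8 muscles of group B. Its Euclidean distance was 61.4 to group A and 48.4 to group B, and Spearman's rho across genes, which are not independent replicates, was 0.965 and 0.980. On the union of pairwise DEGs the distances were 56.3 and 44.0. Of all 18 muscles, 17 were nearer to their own group when they were left out of its mean. The exception was muscle 8 (extensor digitorum communis), which was at 62.3 from group B and slightly farther from the rest of group A.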

Unlike general knowledge, the expression of genes directly associated with the skeletal muscle fiber type and with a metabolic tendency (glycolysis, OXPHOS) caused by the fiber type is not unilaterally proportional to the associations of “slow-OXPHOS” and” fast-glycolytic”. It has complex patterns that cannot be explained by a single element. 

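MYH7 and the mean of the glycolysis genes of Figure 4, both in log2 CPM, had a Pearson r of -0.62 over the 18 muscles (permutation p = 0.00559). The Benjamini-Hochberg adjusted p of the permutation test was 0.0224 over the 4 relations named here, which come from different sets of muscles, and 0.0179 over all 16 relations computed. Spearman's rho was -0.60 (permutation p = 0.00932, adjusted p = 0.0186). Without muscles 13 and 9, the farthest from the median of MYH7, r was -0.56. Within group A, r was -0.72 (exact permutation p = 0.0313, adjusted p = 0.0627 over the 4 relations within A) and -0.40 without muscles 5 and 7, on which it rests. Within group B, r was -0.50 (exact permutation p = 0.176). MYH7 and the mean of the 8 nuclear OXPHOS genes had an r of -0.30 (permutation p = 0.22, adjusted p = 0.294) and a rho of -0.34 (permutation p = 0.175, adjusted p = 0.234), and r was -0.28 without the same muscles. MYH1 fell into separate sets, with 5 muscles (5, 6, 7, 8 and 17) between 132 and 481 CPM and 13 muscles between 2314 and 28075 CPM, so no r over all 18 is given for it. The glycolysis mean lay between 7.20 and 7.51 log2 CPM in these 5 muscles and between 7.66 and 8.85 in the other 13. Table 2 gives the glycolysis genes as DEGs of A1 vs. A2 on these libraries, so this separation is not independent evidence. These 13 muscles were chosen after seeing the data. MYH7 and the glycolysis genes had an r of -0.31 over them (permutation p = 0.286), so that relation rests on the other 5 muscles. Over the 13 muscles, MYH1 and the glycolysis genes had an r of 0.59 (permutation p = 0.0356, adjusted p = 0.0712) and a rho of 0.72 (permutation p = 0.00732, adjusted p = 0.0186), and r was 0.64 without muscles 12 and 16. MYH1 and the OXPHOS genes had an r of 0.24 over the 13 muscles (permutation p = 0.431, adjusted p = 0.431) and a rho of 0.26 (permutation p = 0.396, adjusted p = 0.396), and r was 0.05 without the same muscles. All tests were two-sided.

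**Figure D3:**
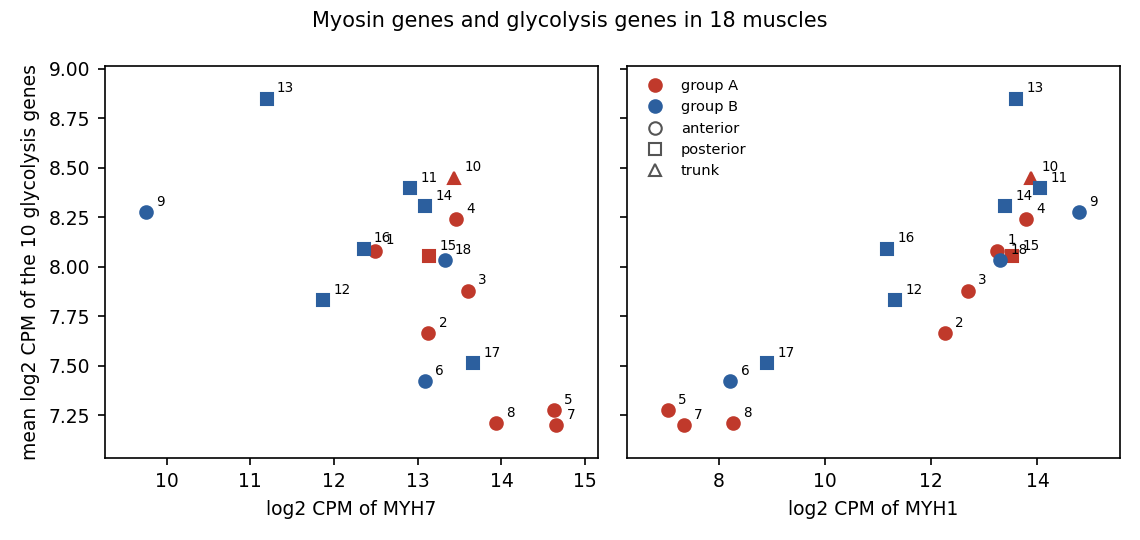
Mean log2 CPM of the 10 glycolysis genes (y axis) against the log2 CPM of MYH7 and of MYH1 (x axes) in the 18 muscles. Each point is 1 muscle with its number, coloured by main group and shaped by position; of the 5 muscles with the lowest MYH1, the highest on the y axis is muscle 17 at 7.51.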

The sub-clusters of groups A and B are sets of tissues that have similarities in these complex expression patterns. The analysis of DEGs between sub-clusters could identify the direct differences of detailed traits, such as fiber-specific gene expression, glycolysis, and oxidative phosphorylation levels (Table 1, Table 2 and Table 3) (Figure 4). 

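The 2 muscles of group B3, muscle 9 (extensor carpi radialis) of the forelimb and muscle 16 (extensor digitorum longus) of the hindlimb, were each other's nearest muscle. Their distance of 47.8 ranked 9 among all pairs from the closest. MYH7 nevertheless differed between them, at 861 CPM in muscle 9 and 5236 CPM in muscle 16.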

Here, the tissues included in the cluster are also mostly located in close or homologous positions (group B3) and are expected to play similar roles. As more tissues are added or replication is secured, more clusters are separated. Thus, differences in simple traits overlap and multiple expression types appear, making it possible to classify a narrower range of locations and functions with only in silico data.

## 5. Conclusions

In this study, we analyzed the function of muscles with gene expression values obtained from transcriptome sequencing data based on in silico data and literature. We identified that RNA-Seq expression data can be used to classify tissues according to their specific characteristics, even among highly similar tissues, such as different skeletal muscles. Skeletal muscles were categorized by their role and difference in gene expression caused by hormonal and cell signaling pathways. The muscles we analyzed were largely classified into two groups by muscle adaptation-related pathways, which reflected their main roles and location. The two groups of tissues classified can once again form clusters with those with similar properties. This sub-cluster is clustered by detailed types of gene expressions, such as fiber types of muscles or energy metabolic pathways.

If there is an opportunity to confirm the tissue composition and protein expression through analyses using classical methods, this would provide an opportunity to verify the results of the present study and to examine the utility of studying animal tissues with NGS analysis.

## Figures and Tables

**Figure 1:**
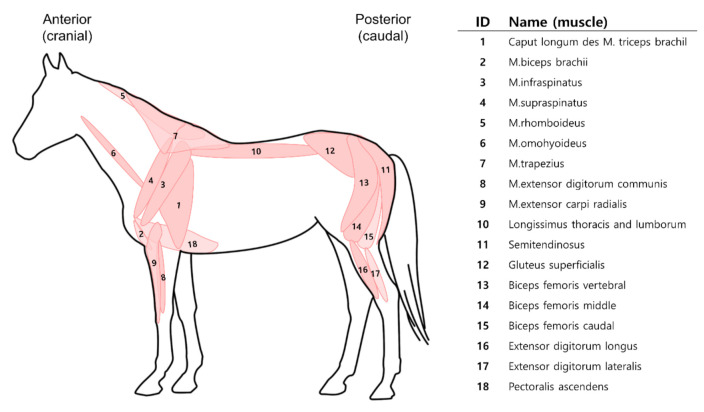
Name and location of 18 skeletal muscle tissues of *Equus caballus*.

**Figure 2:**
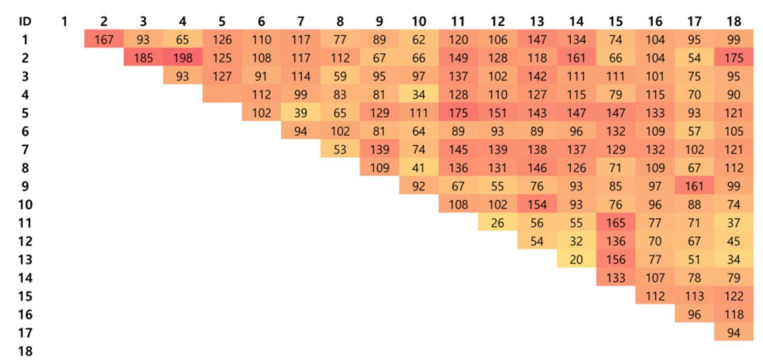
Number of DEGs (Differentially expressed genes). Number of DEGs per tissues identified through pairwise tests of 18 skeletal muscles (min = 20, max = 198), the sample ID is the same as shown in Figure 1.

**Figure 3:**
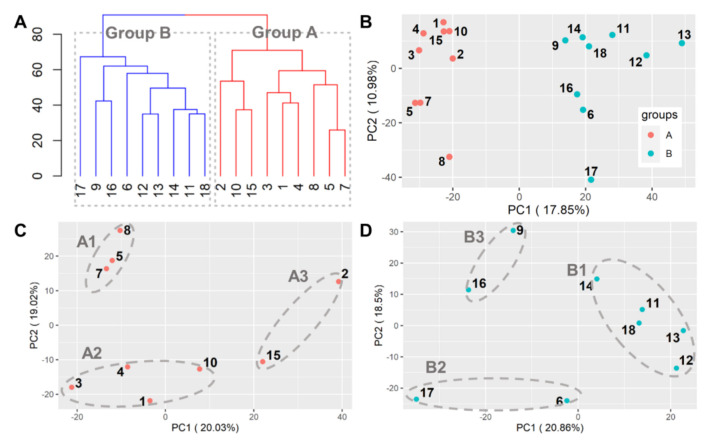
Classification of samples by gene counts. The results of k-means clustering are shown on hierarchical clustering and PCA (Principal component analysis) plot. (**A**) The result of hierarchical clustering using read counts of total DEGs was the same as K-means clustering (k = 2). (**B**) Clustering results for all 18 groups on PCA plot. (**C**) Subgroups in group A by k-means clustering on the PCA plot. (**D**) Subgroups in group B by k-means clustering on the PCA plot.

**Figure 4:**
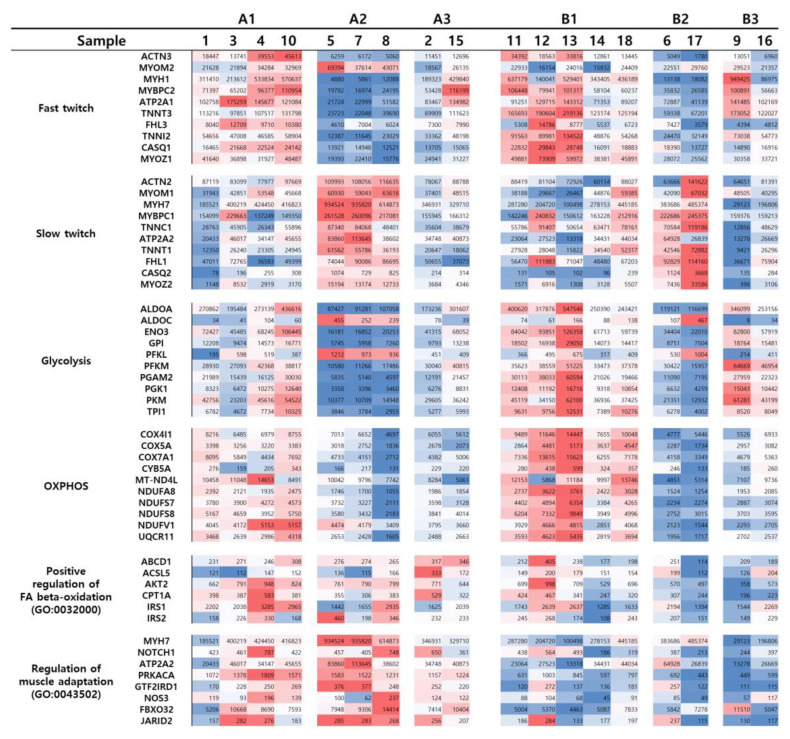
Expression heatmaps in each group and sample for slow-twitch- and fast-twitch-specific genes. The list of genes is based on the (i) fiber-type-specific genes from the literature base (TNNC2 and TNNI1 are not included because they do not have annotation ids in the reference), (ii) DEGs in IPA canonical pathways and GO, (iii) GO database (positive regulation of FA β-oxidation). The color of the heatmap for gene counts is blue for the lower percentile than 50 and red for higher than 50 (for each row).

**Table 1:** Top 10 canonical pathway in IPA analysis of group A vs. group B.

Ingenuity Canonical Pathways	-log (*p*-Value)	*z*-Score	Molecules
Estrogen Receptor Signaling	4.1	1.569	*ADCY1, ADCY5, ADCY9, CACNA1C, CARM1, CREB5, CREBBP, DDX5, FBXO32, FOXO4, GNAZ, GPS2, IGF2R, MAP2K2, MED4, MMP14, MMP15, MMP16, MMP2, NCOR2, NOS3, NOTCH1, PIK3CB, PLCB3, PRKACA, TRIM63*
Endocannabinoid Cancer Inhibition Pathway	3.89	−1.807	*ADCY1, ADCY5, ADCY9, CREB5, CREBBP, DDIT3, MAP2K2, MAP2K7, MMP2, NOS1, NOS2, NOS3, NUPR1, PIK3CB, PRKACA*
Semaphorin Neuronal Repulsive Signaling Pathway	3.48	−0.535	*CSPG4, ITGA3, MAP2K2, MAP2K7, MAPT, PAK4, PDE4A, PIK3CB, PLXNA1, PLXNA2, PLXND1, PRKACA, SEMA3E, SMC3*
GNRH Signaling	3.47	1.941	*ADCY1, ADCY5, ADCY9, CACNA1C, CACNA1G, CACNA1H, CREB5, CREBBP, HBEGF, MAP2K2, MAP2K7, MAP3K11, MMP2, PAK4, PLCB3, PRKACA*
Corticotropin Releasing Hormone Signaling	3.3	1.387	*ADCY1, ADCY5, ADCY9, CACNA1C, CACNA1G, CACNA1H, CREB5, CREBBP, MAP2K2, NOS1, NOS2, NOS3, PRKACA, SLC39A7*
Gαs Signaling	2.93	2.111	*ADCY1, ADCY5, ADCY9, ADD3, ADRB2, CREB5, CREBBP, MAP2K2, PRKACA, RAPGEF2, RYR1*
Spliceosomal Cycle	2.92	−2.646	*DDX46, DHX15, MAGOH, PRPF18, RBM8A, SLU7, ZNF830*
Adrenomedullin signaling pathway	2.86	2.673	*ADCY1, ADCY5, ADCY9, KCNH2, KCNN3, MAP2K2, MAP2K7, MMP2, MYLK2, NOS3, PIK3CB, PLCB3, PRKACA, RAMP2, RXRA, SLC39A7*
White Adipose Tissue Browning Pathway	2.77	2.887	*ADCY1, ADCY5, ADCY9, CACNA1C, CACNA1G, CACNA1H, CREB5, CREBBP, LDHD, PPARA, PRKACA, RXRA*
Calcium Signaling	2.66	1.897	*ATP2A2, CACNA1C, CACNA1G, CACNA1H, CHRNG, CREB5, CREBBP, MICU1, MYH14, MYH7, MYH8, PPP3CB, PRKACA, RCAN1, RYR1, TP63*

**Table 2:** Top 10 IPA canonical pathways in group A.

Ingenuity Canonical Pathways	-log (*p*-Value)	*z*-Score	Molecules
A1 vs. A2			
Glycolysis I	14	1.897	*ALDOA, ALDOC, ENO3, GPI, PFKL, PFKM, PGAM2, PGK1, PKM, TPI1*
Gluconeogenesis I	7.11	1.633	*ALDOA, ALDOC, ENO3, GPI, PGAM2, PGK1*
Calcium Signaling	5.71	1	*ATP2A1, ATP2B2, CASQ2, CREB3L4, MYH1, MYH11, MYL1, MYL6B, TNNI2, TNNT3, TPM1*
Actin Cytoskeleton Signaling	5.47	1.667	*ACTN3, DIAPH3, EGF, FGF9, HRAS, LIMK1, MYH1, MYH11, MYL1, MYL6B, MYLPF*
Protein Kinase A Signaling	4.96	1.265	*CREB3L4, MYL1, MYL6B, MYLPF, NAPEPLD, PGP, PHKB, PLCL1, PLCL2, PPP1R3D, PTPN3, PYGM, TNNI2, UBASH3B*
Estrogen Receptor Signaling	3.84	1.508	*BCL2, CREB3L4, EGF, HRAS, LIMK1, MYL1, MYL6B, MYLPF, PLCL1, PLCL2, SETD7*
Apelin Cardiomyocyte Signaling Pathway	3.65	1.633	*ATP2A1, MYL1, MYL6B, MYLPF, PLCL1, PLCL2*
Synaptic Long Term Potentiation	3.03	0.816	*CREB3L4, HRAS, PLCL1, PLCL2, PPP1R1A, PPP1R3D*
Semaphorin Neuronal Repulsive Signaling Pathway	3.02	0.816	*DPYSL2, LIMK1, MYL1, MYL6B, MYLPF, VCAN*
PAK Signaling	2.8	1.342	*HRAS, LIMK1, MYL1, MYL6B, MYLPF*
A1 vs. A3			
iCOS-iCOSL Signaling in T Helper Cells	24.8	−4.359	*CAMK4, CD247,CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, FCER1G, HLA-DOA, HLA-DOB, HLA-DRA, ICOS, IKBKE, IL2RA, IL2RB, IL2RG, ITK, LAT, LCK, LCP2, PIK3CG, PTPRC, VAV1, ZAP70*
CD28 Signaling in T Helper Cells	23.8	−3.771	*ARPC1B, CAMK4, CARD11, CD247, CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, FCER1G, HLA-DOA, HLA-DOB, HLA-DRA, IKBKE, ITK, LAT, LCK, LCP2, PIK3CG, PTPN6, PTPRC, SYK, VAV1, ZAP70*
Th2 Pathway	19.8	−3.638	*CCR1, CD247, CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, CXCR4, HLA-DOA, HLA-DOB, HLA DRA, ICOS, IKZF1, IL2RA, IL2RB, IL2RG, ITGB2, JAK3, PIK3CG, SPI1, TIMD4, VAV1*
Th1 Pathway	17.2	−3.638	*CD247, CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, CD8A, CXCR3, HLA-DOA, HLA-DOB, HLA-DRA, ICOS, IL10RA, IL18R1, IRF1, ITGB2, JAK3, PIK3CG, VAV1*
PKCθ Signaling in T Lymphocytes	16.1	−4.69	*CARD11, CD247, CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, FCER1G, HLA-DOA, HLA-DOB, HLA-DRA, IKBKE, LAT, LCK, LCP2, PIK3CG, RAC2, VAV1, VAV3, ZAP70*
Role of NFAT in Regulation of the Immune Response	15.7	−4.796	*CAMK4, CD247, CD28, CD3D, CD3E, CD3G, CD4, CD80, CD86, FCER1G, FCGR2C, HLA-DOA, HLA-DOB, HLA-DRA, IKBKE, ITK, LAT, LCK, LCP2, PIK3CG, PLCB2, SYK, ZAP70*
Calcium-induced T Lymphocyte Apoptosis	12.9	−3.606	*ATP2A3, CAMK4, CD247, CD3D, CD3E, CD3G, CD4, FCER1G, HLA-DOA, HLA-DOB, HLA-DRA, LCK, PRKCB, ZAP70*
PD-1, PD-L1 cancer immunotherapy pathway	11.1	3.873	*CD247, CD28, CD80, HLA-DOA, HLA-DOB, HLA-DRA, IL2RA, IL2RB, IL2RG, JAK3, LAT, LCK, LCP2, PIK3CG, ZAP70*
Type I Diabetes Mellitus Signaling	10.8	−2.828	*CASP8, CD247, CD28, CD3D, CD3E, CD3G, CD80, CD86, FCER1G, HLA-DOA, HLA-DOB, HLA-DRA, IKBKE, IRF1, PRF1*
B Cell Receptor Signaling	10.4	−3.051	*APBB1IP, CAMK4, DAPP1, FCGR2C, IGHE, IGHG4, IGHM, IKBKE, PIK3AP1, PIK3CG, PRKCB, PTK2B, PTPN6, PTPRC, RAC2, SYK, VAV1, VAV3*
A2 vs. A3			
iCOS-iCOSL Signaling in T Helper Cells	12.3	−3.464	*CD3D, CD3E, CD4, FCER1G, HLA-DOA, ICOS, IL2RA, IL2RG, ITK, LCK, LCP2, PIK3CD, PIK3CG, PTPRC, VAV1, ZAP70*
B Cell Receptor Signaling	10.8	−2.496	*CD22, CREB3L4, DAPP1, FCGR2C, IGHE, IGHG4, IGHM, MAP2K6, PIK3AP1, PIK3CD, PIK3CG, PLCG2, PRKCB, PTPRC, RAC2, RASSF5, SYNJ2, VAV1*
Phospholipase C Signaling	10.1	−2.138	*CD3D, CD3E, CREB3L4, FCER1G, FCGR2C, IGHG4, ITGA4, ITK, LCK, LCP2, MYL2, MYL6B, MYLPF, NAPEPLD, PLCB2, PLCG2, PLD4, PRKCB, RAC2, ZAP70*
Glycolysis I	9.21	−1.414	*ALDOA, ALDOC, ENO3, PFKL, PFKM, PGAM2, PGK1, PKM*
Actin Cytoskeleton Signaling	8.71	−1.604	*EGF, FGD3, FGF9, ITGA4, LIMK1, MYH1, MYH10, MYL2, MYL6B, MYLPF, NCKAP1L, PIK3CD, PIK3CG, RAC2, TIAM2, TMSB4Y, VAV1*
CD28 Signaling in T Helper Cells	8.51	−3	*CD3D, CD3E, CD4, FCER1G, HLA-DOA, ITK, LCK, LCP2, PIK3CD, PIK3CG, PTPRC, VAV1, ZAP70*
Calcium-induced T Lymphocyte Apoptosis	8.11	−3	*ATP2A1, ATP2A3, CD3D, CD3E, CD4, FCER1G, HLA-DOA, LCK, PRKCB, ZAP70*

**Table 3:** Top 10 IPA canonical pathway in group B.

Ingenuity Canonical Pathways	-log (*p*-Value)	z-Score	Molecules
B1 vs. B2			
Actin Cytoskeleton Signaling	6.57	0.632	*ACTN3, ARHGAP24, EGF, FGF1, FGF10, FGF7, FGF9, HRAS, MYH1, MYH10, MYH3, MYL6B, MYLPF, PAK1, PFN2, TIAM2*
Glycolysis I	5.67	2.449	*ALDOA, ENO3, GPI, PGAM2, PGK1, PKM*
Oxidative Phosphorylation	5.17	3.162	*COX4I1, COX5A, COX7A1, CYB5A, MT-ND4L, NDUFA8, NDUFS7, NDUFS8, NDUFV1, UQCR11*
Gluconeogenesis I	4.39	2.236	*ALDOA, ENO3, GPI, PGAM2, PGK1*
Sirtuin Signaling Pathway	3.78	−1.732	*ARG2, IDH2, LDHA, MT-ND4L, NDUFA8, NDUFS7, NDUFS8, NDUFV1, PFKFB3, PGAM2, PGK1, PPIF, SREBF1, TUBA8*
Calcium Signaling	3.46	−1	*CAMKK2, CASQ2, CREB3L4, MYH1, MYH10, MYH3, MYL6B, SLC8A3, TNNI2, TNNT3, TPM1*
FGF Signaling	2.74	−0.816	*CREB3L4, FGF1, FGF10, FGF7, FGF9, HRAS*
Neuregulin Signaling	2.45	0.447	*BTC, EGF, ERBIN, HRAS, RNF41, STAT5A*
Bladder Cancer Signaling	2.43	−0.447	*EGF, FGF1, FGF10, FGF7, FGF9, HRAS*
LPS/IL-1 Mediated Inhibition of RXR Function	1.66	0.0357	*ABCB9, ACOX3, APOE, FABP4, MAOB, PLTP, SREBF1, TNFRSF11B*
B1 vs. B3			
AMPK Signaling	3.34	0.816	*ACACB, ADIPOQ, EIF4EBP1, PCK2, PFKFB3, PIK3R6, TBC1D1*
Senescence Pathway	2.07	1.633	*ACVR1C, DHCR24, E2F8, EIF4EBP1, PIK3R6, TGFB3*
Synaptogenesis Signaling Pathway	1.82	1.633	*APOE, CDH15, EIF4EBP1, GSK3B, PIK3R6, SNCG*
Factors Promoting Cardiogenesis in Vertebrates	1.8	2	*ACVR1C, BMPR1B, GSK3B, TGFB3*
Colorectal Cancer Metastasis Signaling	1.63	2	*BAX, GSK3B, PIK3R6, PTGER3, TGFB3*
Adrenomedullin signaling pathway	1.42	1	*BAX, GSK3B, GUCY2C, PIK3R6*
B2 vs. B3			
Glycolysis I	11.6	−2.121	*ALDOA, ALDOC, ENO3, GPI, PFKM, PGAM2, PGK1, PKM*
Calcium Signaling	8.23	−0.447	*ATP2A1, CAMKK2, CASQ2, CREB3L4, MYH1, MYH3, MYL2, MYL6B, PPP3CA, TNNI2, TNNT3, TPM3*
Gluconeogenesis I	7.99	−1.633	*ALDOA, ALDOC, ENO3, GPI, PGAM2, PGK1*
Semaphorin Neuronal Repulsive Signaling Pathway	4.79	−0.378	*DPYSL2, DPYSL3, MYL2, MYL6B, PAK1, PDE4D, PLXNA3*
Actin Cytoskeleton Signaling	4.2	−1.134	*ACTN3, EGF, MYH1, MYH3, MYL2, MYL6B, PAK1, SSH2*
PFKFB4 Signaling Pathway	3.74	1	*CREB3L4, GPI, PFK M, TGFB3*
HIF1α Signaling	2.76	−1.633	*ADM, EGF, GPI, LDHA, PKM, PPP3CA*
Colanic Acid Building Blocks Biosynthesis	2.49	#NUM!	*GPI, UGP2*
White Adipose Tissue Browning Pathway	2.08	1	*CAMKK2, CREB3L4, FNDC5, LDHA*
AMPK Signaling	1.97	1	*CAMKK2, CREB3L4, GYS1, PFKM, ULK1*

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/11/1359/s1, Figure S1: Optimal number of clusters for k-means clustering, Figure S2: IPA Summary network of Group A vs. Group B, Table S1: GO biological process of up-regulated DEGs in Group A vs. Group B, Table S2: GO biological process of up-regulated DEGs in Group A sub-clusters, Table S3: GO biological process of down-regulated DEGs, Table S4: GO biological process of up-regulated DEGs in Group B sub-clusters.

# Supplementary material for: Gene Expression Profile in Similar Tissues Using Transcriptome Sequencing Data of Whole-Body Horse Skeletal Muscle
**Source:** Genes (Basel). 2020 Nov 17;11(11):1359. doi: 10.3390/genes11111359
**Supplement:** Supplementary file 1

**Table 1.** UP DEGs GO biological process in Group A *vs* Group B.

| **GO Biological Process** | **Fold Enrichment** | **FDR** | **Genes** |
| --- | --- | --- | --- |
| positive regulation of mammary gland epithelial cell proliferation (GO:0033601) | 16.26 | 4.05 × 10^-2^ | *RREB1, ZNF703, AGAP2, IQGAP3* |
| positive regulation of transcription of Notch receptor target (GO:0007221) | 11.29 | 3.38 × 10^-2^ | *NOTCH1, NOTCH4, PLXND1, NOTCH3, CREBBP* |
| activation of protein kinase A activity (GO:0034199) | 10.7 | 3.75 × 10^-2^ | *ADCY1, ADCY5, PRKACA, PRRC1, ADCY9* |
| neuronal action potential (GO:0019228) | 8.41 | 3.10 × 10^-2^ | *KCNMB2, SCN4A, CACNA1G, KCNMB2, MYH14, CACNA1H* |
| negative regulation of blood pressure (GO:0045776) | 5.81 | 4.93 × 10^-2^ | *NOS2, GPR37L1, NOS3, SMTN, ADRB2, NOS1, PPARA* |
| positive regulation of macroautophagy (GO:0016239) | 5.46 | 1.98 × 10^-2^ | *GPSM1, PINK1, FYCO1, HUWE1, ULK1, MFN2, ADRB2, LRSAM1, TSC2* |
| regulation of systemic arterial blood pressure (GO:0003073) | 4.47 | 1.84 × 10^-2^ | *NR2F2, NAV2, ECE1, PDGFB, GPR37L1, NOS3, PLCB3, SMTN, ADRB2, RASL10B, ENG* |
| regulation of muscle adaptation (GO:0043502) | 4.41 | 5.01 × 10^-2^ | *MYH7, NOTCH1, ATP2A2, PRKACA, GTF2IRD1, NOS3, FBXO32, JARID2* |
| regulation of striated muscle contraction (GO:0006942) | 4.32 | 3.55 × 10^-2^ | *MYH7, SCN4A, PKP2, ATP2A2, PRKACA, EHD3, SMTN, NOS1, FLNA, CACNA1C* |
| positive regulation of cell morphogenesis involved in differentiation (GO:0010770) | 4.06 | 3.49 × 10^-3^ | *PLXNA2, CUL7, PLXNB3, MAPT, MEGF8, RREB1, PLXND1, FGB, NTRK3, OLFM4, CUX1, PLXNA1, TRAK1, FLNA, SEMA7A, FGG* |

# Supplementary material for: Gene Expression Profile in Similar Tissues Using Transcriptome Sequencing Data of Whole-Body Horse Skeletal Muscle
**Source:** Genes (Basel). 2020 Nov 17;11(11):1359. doi: 10.3390/genes11111359
**Supplement:** Supplementary file 1

**Table 2.** UP DEGs GO biological process in Group A.

| **GO Biological Process Complete** | **Fold Enrichment** | **FDR** | **Genes** |
| --- | --- | --- | --- |
| A12 |  |  |  |
| *methylglyoxal biosynthetic process (GO:0019242)* | *> 100* | 2.19 × 10^-2^ | *GPI, TPI1* |
| *glycerophosphate shuttle (GO:0006127)* | *> 100* | 2.17 × 10^-2^ | *GPD2, GPD1* |
| *positive regulation of fast-twitch skeletal muscle fiber contraction (GO:0031448)* | *> 100* | 2.15 × 10^-2^ | *ACTN3, ATP2A1* |
| *regulation of adenylate cyclase-activating adrenergic receptor signaling pathway involved in heart process (GO:0140192)* | *> 100* | 3.39 × 10^-2^ | *ATP2B2, NOS1* |
| *glycogen catabolic process (GO:0005980)* | *66.19* | 5.47 × 10^-7^ | *PGM1, PYGM, PHKA1, PGM2L1, PHKB, PFKM* |
| *canonical glycolysis (GO:0061621)* | *66.19* | 8.19 × 10^-11^ | *PGK1, PGM2L1, ALDOA, PKM, PGAM2, GP,I TPI1, ENO3, PFKM* |
| *gluconeogenesis (GO:0006094)* | *47.49* | 4.73 × 10^-12^ | *PGM1, PGK1, GPD2, PFKFB1, , ALDOA, , PGAM2, , GPI, TPI1, CMC2, GPD1, ENO3* |
| *negative regulation of calcineurin-NFAT signaling cascade (GO:0070885)* | *39.72* | 1.60 × 10^-2^ | *ATP2B2, ACTN3, MYOZ1* |
| *fructose metabolic process (GO:0006000)* | *39.72* | 1.59 × 10^-2^ | *PFKFB1, ALDOA, PFKFB3* |
| *muscle filament sliding (GO:0030049)* | *31.35* | 2.13 × 10^-5^ | *TNNT3, MYL1, ACTN3, MYBPC2, TPM1, TNNI2* |
| *A13* |  |  |  |
| *None* |  |  |  |
| *A23* |  |  |  |
| *cardiac myofibril assembly (GO:0055003)* | *53.26* | 1.53 × 10^-2^ | *MYL2, PROX1, MYH10, FHOD3* |
| *detection of calcium ion (GO:0005513)* | *51.36* | 3.61 × 10^-2^ | *KCNMB3, KCNMB2, CASQ2* |
| *muscle system process (GO:0003012)* | *6.5* | 3.80 × 10^-2^ | *PTGER3, MYL6B, PRKG1, MYL2, CASQ2, MYOM2, SORBS1, MAP2K6* |
| *locomotion (GO:0040011)* | *3.05* | 4.09 × 10^-2^ | *DPYSL5, GPC4, DIXDC1, PRKG1, GRB14, CORO6, TRPM4, DPYSL2, ATP1A4, ARMC2, PROX1, MYH10, NRCAM, DDX4, FHOD3, , LAMB3, FOSL1* |
| *movement of cell or subcellular component (GO:0006928)* | *2.87* | 3.70 × 10^-2^ | *DPYSL5, GPC4, DIXDC1, MYL6B, , PRKG1, GRB14, CORO6, MYL2, TRPM4, DPYSL2, ATP1A4, ARMC2, PROX1, MYH10, NRCAM, DDX4, FHOD3, BAG3, LAMB3* |

# Supplementary material for: Gene Expression Profile in Similar Tissues Using Transcriptome Sequencing Data of Whole-Body Horse Skeletal Muscle
**Source:** Genes (Basel). 2020 Nov 17;11(11):1359. doi: 10.3390/genes11111359
**Supplement:** Supplementary file 1

**Table S3.** UP DEGs GO biological process in Group B.

| **GO biological process complete** | **fold Enrichment** | **FDR** | **Genes** |
| --- | --- | --- | --- |
| B12 |  |  |  |
| canonical glycolysis (GO:0061621) | 36.77 | 1.54 × 10^-6^ | *PGK1, PGM2L1, ALDOA, PKM, PGAM2, GPI, ENO3* |
| gluconeogenesis (GO:0006094) | 27.75 | 1.62 × 10^-7^ | *PC, PGM1, SLC25A11, PGK1, ALDOA, PGAM2, GPI, GPD1, ENO3* |
| high-density lipoprotein particle remodeling (GO:0034375) | 25.03 | 4.96 × 10^-2^ | *LIPE, APOE, PLTP* |
| muscle filament sliding (GO:0030049) | 22.4 | 1.78 × 10^-4^ | *MYH3, TNNT3, ACTN3, MYBPC2, TPM1, TNNI2* |
| positive regulation of steroid metabolic process (GO:0045940) | 19.56 | 1.38 × 10^-2^ | *SREBF1, ADM, FGF1, APOE* |
| regulation of oxidative phosphorylation (GO:0002082) | 18.3 | 1.63 × 10^-2^ | *COX7A1, PGK1, ACTN3, PPIF* |
| mitochondrial electron transport, NADH to ubiquinone (GO:0006120) | 17.37 | 6.28 × 10^-4^ | *NDUFA8, MT-ND4L, DLD, NDUFS8, NDUFS7, NDUFV1* |
| glycogen metabolic process (GO:0005977) | 15.76 | 1.04 × 10^-3^ | *PGM1, PYGM, PPP1R3B, PPP1R1A, NHLRC1, PGM2L1* |
| aspartate family amino acid metabolic process (GO:0009066) | 12.44 | 1.29 × 10^-2^ | *ASNS, MTHFR, DDO, GADL1, DLD* |
| glycerolipid catabolic process (GO:0046503) | 12.23 | 1.38 × 10^-2^ | *LIPG, LIPE, FABP4, PLA2G4F, GPCPD1* |
| B13 |  |  |  |
| response to extracellular stimulus (GO:0009991) | 5.91 | 7.32 × 10^-4^ | *EIF4EBP1, HLCS, PIM1, ZC3H12A, ACVR1C, ACVR1C, C2, MTHFR, PCK2, APOE, KLF10, , BCHE, SLC22A3, ADIPOQ* |
| regulation of lipid metabolic process (GO:0019216) | 5.38 | 3.09 × 10^-2^ | *RAB38, PIK3R6, CIDEA, ANGPTL4, FGF1, ACACB, G0S2, APOE, ERBB4, AVIL, ADIPOQ* |
| positive regulation of developmental process (GO:0051094) | 3.09 | 1.84 × 10^-2^ | *ROBO2, PIK3R6, PIM1, PLXNC1, ANGPTL4, FGF1, ZC3H12A, ACACB, TGFB3, RFX3, BMPR1B, ANGPT4, APOE, RASSF4, CNTN1, KLF10, ERBB4, AVIL, ADIPOQ, CDH15, CD46* |
| positive regulation of multicellular organismal process (GO:0051240) | 2.66 | 4.20 × 10^-2^ | *ROBO2, PTGER3, PIK3R6, PIM1, PLXNC1, ANGPTL4, FGF1, ZC3H12A, ACACB, TGFB3, RFX3, BMPR1B, ANGPT4, G0S2, APOE, RASSF4, CNTN1, KLF10, ERBB4, GSDMD, AVIL, ADIPOQ, CD46* |
| B23 |  |  |  |
| sarcomere organization (GO:0045214) | 30.48 | 4.17 × 10^-2^ | *LMOD2, MYOZ2, CASQ2, FHOD3* |

How the deposited data were processed for this re-analysis (not part of the article)

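RNA from 18 skeletal muscles of 1 male Jeju horse was sequenced, with 1 library per muscle and paired reads of 101 bp. According to the paper, ribosomal RNA was removed, reads were trimmed with NGSQCToolkit and aligned with STAR to the EquCab2 genome in 2 passes, and reads per Ensembl gene were counted. The authors deposited these counts as whole numbers for 18 muscles, without normalization or filtering by expression, in a table of 25239 genes. All columns belong to a mapped muscle, and every line of the table names a gene. No reads were reprocessed.

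The totals of counts on genes lay between 31395013 and 50508515 per library. At these totals a gene with 3 counts or fewer in a library was treated as at the floor, and a fold against a group whose libraries are all at the floor was computed against 3 counts and given as a lower bound. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. With 1 library per muscle, technical error cannot be separated from the difference between muscles.

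Muscles were assigned to groups A1 to B3 by Figure 4 and to anterior, posterior or trunk by Figure 1. Figure 3C shows the names of A1 and A2 exchanged, and the names of Figure 4 were used because they go with the text. Muscle 18 has 2 different names in the materials of the study, of which pectoralis ascendens is used. The groups were made by the study from the same counts, which makes p-values between them descriptive.

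Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr for the groups compared, libraries were normalized by TMM, and groups were compared by glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment. A vs. B used all 18 muscles, the subgroups of A and of B were each fitted together over 9 muscles, and 10 anterior were compared with 7 posterior muscles. DEGs had an adjusted p below 0.05 and an absolute log2FC above 0.58 for A vs. B and position, or above 1 for subgroups, as in the study. The pairwise comparison used edgeR's exact test with a trended dispersion over all 18 libraries. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, a robust fit, a fit of only the 2 subgroups compared or of all 6 subgroups, other uses of the trunk muscle and of muscles 15 and 18, and leaving out each muscle in turn.

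Clustering used hclust with complete linkage on log2(count + 1) and k-means with 100 starts on raw counts, over the union of pairwise DEGs. Distances, principal components and list means used log2 CPM. NbClust was not used here, and k was taken from the paper.

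The table pairs no identifier with a gene name. The 52 genes of Figure 4 were named by matching counts that the figure shows. For 37 genes the counts of all 18 muscles were compared, and for 15 genes with low counts those of 3 to 17 muscles. Each gene equalled 1 identifier in every muscle compared. Other genes are given by identifier. The rule for named genes was every gene of Figure 4 and, for each comparison, the largest DEGs in each direction with no overlap between the groups and at least 10 counts in every library of the higher group, of which at most 2 per direction are given by identifier. Results are given by name for part of the genes of Figure 4, and those of the others are not reported here. Genes named in the estrogen receptor, spliceosomal, T cell, AMPK and striated muscle contraction lists of the tables, TLE1, the markers of cell types and the markers of limb position had too few or no identifiers with a name, so these lists were not tested. A textbook list of glycolysis enzymes had names for 10 of 22 genes, which are the glycolysis genes of Figure 4, and one of nuclear OXPHOS subunits for 8 of 77, which are part of the OXPHOS genes of Figure 4. Ingenuity Pathway Analysis and PANTHER were not used here.

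The 6 lists of Figure 4 were tested with camera of limma 3.58.1 with its preset correlation of 0.01, adjusted over the 6 lists of a comparison, and with fry. Correlations across muscles used Pearson's r and Spearman's rho with 100000 permutations over all muscles and with exact enumeration within a group. List means by position were compared with exact permutation tests. Position and group were compared with Fisher's exact test.

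The tests were tried on simulated data. Counts were drawn from the means, spread and library sizes of the real libraries, with 200 genes changed by a log2FC of 2. For A vs. B, edgeR recovered 193 of the changed genes with 4 false calls among 12738 genes, and DESeq2 198 with 14 false calls. For 2 muscles against 2, as in B2 vs. B3, edgeR recovered 154 with 6 false calls among 13755 genes, and DESeq2 164 with 25 false calls. With no gene changed, edgeR called 0 genes for A vs. B and 0 for B2 vs. B3, and DESeq2 called 0 and 8. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 for the relations between muscles and tables, and matplotlib 3.10.9 for figures.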

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

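The tests on the genes detected in only 1 of 2 groups were chosen after these genes were seen. The outlier test covered 30 measures in each of groups A, B, A1 and B1, which hold 4 to 9 muscles, and made 120 tests. Chance alone would give about 6 outliers where 3 were found. A1 lies within A and B1 within B, so these tests are not independent of each other.

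MYH7 was lower in muscle 1 (caput longum of the triceps brachii), at 12.49 log2 CPM, than in the other muscles of group A1, which lay between 13.43 and 13.60. MYH1 was lower in muscle 12 (gluteus superficialis), at 11.33 log2 CPM, than in the other muscles of group B1, which lay between 13.29 and 14.06. Each value comes from 1 library, so sampling within the muscle, reads shared between myosin genes and a difference between the muscles themselves stay open, and none of them was tested.

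Muscle 18 had a total of 50508515 counts, against 36379120 to 38915967 in the other muscles of group B1. Depth is scaled out by normalization, and the nearest muscle to muscle 18 was muscle 14 of its own group. No biological explanation was tested.

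The 3 genes detected in every library of group A and nearly absent from group B, ENSECAG00000000651, ENSECAG00000013861 and ENSECAG00000018234, had between 10 and 58 counts in the libraries of group A and at most 3 counts in those of group B, and were at least 5.25-fold, at least 12.9-fold and at least 12.1-fold higher in group A. At the level of group A, every B library would hold at least 15.6 counts of each gene, which argues against a difference in depth. All 4 muscles whose group goes against their position (6, 9, 15 and 18) went with their group, and 1 of 100 splits of the 18 muscles into 9 and 9, the real one, had as many such genes. Both outcomes follow from the way the genes were picked and the groups were made, so neither position nor chance is excluded by them. In the biceps femoris, the caudal part (muscle 15, group A) had 11, 35 and 33 counts of the 3 genes, whereas the vertebral and middle parts (muscles 13 and 14, group B) had 0 counts of each. When each muscle was placed between the means of A and B on the 200 genes with the smallest p among the other muscles, with 0 at the mean of B and 1 at that of A, muscles of group A scored 0.85 to 1.11 and those of group B -0.16 to 0.23. The same score by position placed 6 of 10 anterior and 3 of 7 posterior muscles on their own side. A candidate explanation is a difference between library batches or animals that follows the groups. The paper states 1 horse and no batch, so such a difference cannot be told apart from a difference between the muscles, which also stays open.

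In 2 genes, ENSECAG00000024900 and ENSECAG00000024985, counts were found in every posterior library (37 to 58 and 33 to 96) and in no anterior library, which is at least 13.3-fold and at least 17.7-fold higher. The trunk muscle had 1 and 60 counts. Muscles 15 and 18, which group against their position, were checked for a mislabelled sample. These are also the only genes picked when muscles 15 and 18 were left out of the choice, and they then had 45 and 96 counts in muscle 15 and 0 in muscle 18, as the stated positions of both muscles require. A regional difference between muscles stays open as the biological explanation, and it was not tested further. For ENSECAG00000024985, the 60 counts of the trunk muscle lie within the posterior range, which argues against a difference between hindlimb and all other muscles.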

How the results depend on the processing

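The alternatives were set before the data were examined, apart from the fits of all 6 subgroups together, the clustering on the adjusted pairwise union and the restriction of MYH1 to 13 muscles, which were chosen after seeing the data. The offset for GC content was not run for any result, because no genome was used here. No paired analysis was possible because each muscle has 1 library and no numbers are shared between groups.

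The number of DEGs for A vs. B stayed within 1.5 times of 831 under every alternative, between 695 (without muscle 4) and 1102 (DESeq2 Wald test). With DESeq2's size factors in place of TMM, all 8 numbers of DEGs stayed within 1.5 times, and all 29 results for gene lists and all 36 named genes kept their direction and their side of the threshold.

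The numbers for the subgroups and for position moved with most other choices. Without a filter on low counts, which raised the genes tested in group A from 13541 to 21338, they were 292 for A1 vs. A2, 381 for A1 vs. A3, 449 for A2 vs. A3, 635 for B1 vs. B2, 394 for B1 vs. B3 and 352 for B2 vs. B3. With at least 10 counts in every library, which removed genes of low counts, they were 0 for A1 vs. A3 (311 genes at an unadjusted p below 0.05), 18 for A2 vs. A3, 68 for B1 vs. B2, 14 for B1 vs. B3, 2 for B2 vs. B3 and 2 for position. None of the 136 DEGs of A1 vs. A3 remained at that minimum. The DESeq2 Wald test called 285 for A1 vs. A2, 327 for A1 vs. A3, 388 for A2 vs. A3, 415 for B1 vs. B2, 176 for B1 vs. B3, 152 for B2 vs. B3 and 144 for position, and the cause was not tested. The robust fit called 45 for A2 vs. A3 and 3 for B2 vs. B3. In fits of only the 2 subgroups compared, which hold fewer muscles, the numbers were 8 for A1 vs. A3, 17 for A2 vs. A3, 87 for B1 vs. B2, 91 for B1 vs. B3 and 1 for B2 vs. B3. With all 6 subgroups in 1 fit, edgeR called 319 for A1 vs. A3, 95 for A2 vs. A3, 289 for B1 vs. B2 and 21 for B2 vs. B3, and DESeq2 called 238 for A1 vs. A2, 382 for A1 vs. A3, 365 for A2 vs. A3, 407 for B1 vs. B2, 172 for B1 vs. B3 and 159 for B2 vs. B3. For position, counting the trunk muscle as anterior left 1 DEG, and leaving out muscles 15 and 18 gave 144.

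Fits that each left out a muscle gave 42 (without muscle 5) to 178 (without muscle 3) DEGs for A1 vs. A2, 5 (without muscle 1) to 112 (without muscle 10) for A1 vs. A3, 7 (without muscle 5) to 50 (without muscle 3) for A2 vs. A3, 44 (without muscle 11) to 93 (without muscle 16) for B1 vs. B2, 7 (without muscle 11) to 95 (without muscle 6) for B1 vs. B3, 3 (without muscle 11) to 21 (without muscle 13) for B2 vs. B3 and 2 (without muscle 12) to 29 (without muscle 15) for position. Where this left 1 muscle in a subgroup, no DEGs were called.

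The union of pairwise DEGs was 1493 with adjustment in each pair, and its other alternatives stayed within 1.5 times. Fisher's exact p for position and group was 0.153 with the trunk muscle as posterior. Between 9 and 12 of the 18 muscles clustered with their group under all settings.

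Of the 29 results for gene lists, 9 passed the threshold with camera and not with fry of limma. These were OXPHOS in A1 vs. A2 (median log2FC 0.54, adjusted p = 0.051 from fry), fast twitch (0.46, 0.13), glycolysis (0.40, 0.28) and OXPHOS (0.47, 0.24) in A1 vs. A3, slow twitch in B1 vs. B2 (-0.63, 0.0878), OXPHOS in B1 vs. B3 (0.43, 0.256), slow twitch in B2 vs. B3 (1.24, 0.0764), and muscle adaptation (0.66, 0.0625) and glycolysis (-0.38, 0.247) by position. With a muscle left out, median log2FC ranged from -0.12 (without muscle 10) to 0.0627 (without muscle 8) for fast twitch and 0.0375 (without muscle 5) to 0.40 (without muscle 17) for slow twitch genes in A vs. B, from 0.17 (without muscle 2) to 0.85 (without muscle 15) for fast twitch and 0.15 to 0.64 (same muscles) for glycolysis in A1 vs. A3, and from -1.49 to -0.81 (same muscles) for glycolysis in A2 vs. A3. For glycolysis the range was -0.29 (without muscle 16) to 0.14 (without muscle 9) in B1 vs. B3 and -1.80 to -1.14 (same muscles) in B2 vs. B3, and for OXPHOS in B2 vs. B3 it was -0.75 (without muscle 17) to -0.63 (without muscle 9). By position it was -0.55 (without muscle 9) to -0.26 (without muscle 13) for glycolysis and -0.34 (without muscle 17) to -0.10 (without muscle 13) for OXPHOS. Slow twitch genes ranged from -0.98 (without muscle 6) to -0.30 (without muscle 17) in B1 vs. B2 and from 0.74 (without muscle 9) to 1.90 (without muscle 16) in B2 vs. B3, and OXPHOS genes from 0.33 (without muscle 8) to 0.67 (without muscle 5) in A1 vs. A2. MYH7, without a call in either, ranged from 0.32 (without muscle 9) to 2.91 (without muscle 16) in B1 vs. B3 and from 1.03 to 3.62 (same muscles) in B2 vs. B3. The muscle adaptation and FA β-oxidation genes kept their direction and passed the threshold in all 18 such fits of A vs. B. The adaptation genes were picked by the study as upregulated in A on these libraries, so their stability is not independent evidence.

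The correlation of MYH1 over the 13 muscles was 0.59 with glycolysis and 0.24 with OXPHOS genes, and neither passed the threshold after adjustment. Spearman's rho for MYH1 and glycolysis was 0.72 and passed it (adjusted p = 0.0186 from the permutation test). These values leave out the 5 muscles with the lowest MYH1, whose glycolysis means all lay below those of the 13. Of 249 values of named genes recomputed under settings that keep all muscles or leave out stated ones, 221 kept their side of the threshold, 6 lost it and 22 gained it. Of 465 values with 1 muscle left out, 421 were unchanged in this sense, 30 lost it, 7 gained it and 7 without a test moved by more than their spread.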

Differences from the paper's values

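The union of pairwise DEGs held 6582 genes against the paper's 1292, and with Benjamini-Hochberg adjustment in each pair, an alternative set before the data were examined, it held 1493. The 3 other alternatives did not close the gap. The fewest DEGs in a pair were 21 without adjustment, near the paper's 20 in the legend of Figure 2. With Benjamini-Hochberg adjustment in each pair they were 0. The largest number of DEGs in a pair was 1934 against the paper's 198, which the legend of Figure 2 gives per tissue and which is read here as a number per pair, and no alternative set before the data were examined closed that gap. The totals of counted reads ranged from 31395013 to 50508515, that is 31.4 to 50.5 M, against the paper's range of raw reads from 55.7 to 83.1 M, which is another quantity, and no alternative bears on it.

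For A vs. B, 831 DEGs compare with the paper's 1264, and 362 downregulated DEGs with the paper's 667. The DESeq2 Wald test, the tool that the paper names, gave 1102 and 519, within 1.5 times of both. The fit without a count filter, with 957, and 6 fits that each left out a muscle, with 848 to 1019, also came within 1.5 times of the total, and the fit without muscle 8 did so for the downregulated DEGs, with 513.

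For A1 vs. A2, 152 DEGs (57 downregulated) compare with the paper's 236 (108). With the DESeq2 Wald test it was 285 (134), with no count filter 292 (138), and without muscle 3 178. For A1 vs. A3, 136 DEGs (1 upregulated and 135 downregulated) compare with the paper's 383 (3 and 380). With DESeq2 there were 327 with 319 downregulated, and without a count filter 381 with 376. The paper's 3 upregulated genes were within 1.5 times of the 2 found without muscle 8 or muscle 10. For A2 vs. A3, 29 DEGs (7 and 22) compare with the paper's 363 (98 and 265). DESeq2's Wald test called 388 (126 and 262), and the fit without a count filter 449 with 316 downregulated, within 1.5 times of the paper for the upregulated genes as well.

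For B1 vs. B2, 132 DEGs (37 and 95) compare with the paper's 416 (184 and 232). In DESeq2 there were 415 (183 and 232), and no count filter came close for the upregulated genes alone, with 256. For B1 vs. B3, 24 DEGs (9 and 15) compare with the paper's 219 (151 and 68). From DESeq2 there were 176 (109 and 67), and the downregulated genes were also near the paper's number in the fit of only the 2 subgroups compared, with 51, and without muscle 6 or 17, with 55 and 54. For B2 vs. B3, 8 DEGs (5 and 3) compare with the paper's 164 (81 and 83). By DESeq2's Wald test there were 152 (81 and 71), and no count filter was within 1.5 times for the downregulated genes alone, with 123.

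All 6 subgroups in 1 fit of DESeq2, a setting chosen after seeing the values, gave 238 (128 and 110) for A1 vs. A2, 382 (3 and 379) for A1 vs. A3, 365 (98 and 267) for A2 vs. A3, 407 (174 and 233) for B1 vs. B2, 172 (107 and 65) for B1 vs. B3 and 159 (79 and 80) for B2 vs. B3. The same fit in edgeR, also chosen after seeing the values, gave 319 for A1 vs. A3 and 289 for B1 vs. B2. For each of these comparisons, the remaining alternatives set before the data were examined did not come within 1.5 times of the paper's number.

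The paper reports the same main groups from hierarchical and k-means clustering, whereas 9 and 10 of the 18 muscles fell with their group here and no setting that was run placed more than 12. The paper shows the muscle adaptation genes of Figure 4 among the DEGs of A vs. B. Here 5 of the 8 were DEGs in edgeR. DESeq2 also called MYH7 (log2FC 1.05, adjusted p = 0.0395) and ATP2A2 (log2FC 0.89, adjusted p = 0.035), ATP2A2 was also called by edgeR without muscle 1 or muscle 6, and FBXO32 was called without muscle 9 (log2FC 0.80, adjusted p = 0.0065 from edgeR).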

Other observations

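The tests on the 2 libraries of group A3, on k-means without the most variable genes and on the muscle adaptation genes by position were chosen after the results were seen.

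Differences between groups A and B across genes were weighed against technical explanations. Depth does not separate the groups, as 4 of the 9 libraries of group B had a total within the range of the group A libraries. A few abundant genes do not account for the DEGs either, since 833 DEGs were found when the 10 most abundant genes were left out before normalization. Of 100 splits of the 18 muscles into 9 and 9, the real one included, 1 gave as many as 831 DEGs. Because the groups were made by clustering these counts, a low share follows from the way they were made and does not exclude chance. In group A, 1 of the 35 splits of 7 muscles into 4 and 3 gave as many as the 143 DEGs found for A1 vs. A2 in the fit of these subgroups alone, to which the same limit applies. For position, which was not read from the counts, 1 of 100 splits gave as many as 5 DEGs, with a median of 0 over the other splits. GC content and gene length were not tested, and the biological differences between muscles stay open beside a batch that the paper does not state.

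K-means clustering on raw counts did not give the groups of the study. The weight of a few genes in the raw counts was tested by leaving out the 5 genes with the largest variance, after which muscles 10, 11, 12 and 13 formed a cluster and 11 of the 18 muscles fell with their group, against 10 with all genes. That weight is therefore not the whole cause, and other causes were not tested.

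The genes that set group A3 above A1 were read in 1 of its libraries at a time, to see whether the signal is carried by 1 of the 2 A3 libraries. On 452 genes picked as higher in the biceps brachii than in A1, the other A3 muscle (biceps femoris caudal) ranked 5 among the 13 libraries left out of the pick, with a median of 0.46 on the log2 scale, below muscle 6 of group B2 at 0.81. On 113 genes picked in the biceps femoris caudal, the biceps brachii ranked 1 of 13 with a median of 1.87. The genes picked in the biceps brachii are thus in line with a signal that this library carries largely alone, while those picked in the biceps femoris caudal are shared by both. Whether the tissue in the biceps brachii library or the muscle itself differs stays open, since immune markers were not tested here.

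The muscle adaptation genes were higher in anterior than in posterior muscles. As a hypothesis, this difference may follow the main groups and not the position of the muscle itself. Within group B the difference by position was 0.0919, which goes with that hypothesis. The genes were chosen by the study for their difference between A and B, so that muscles 6, 9, 15 and 18 go with their group excludes nothing, and with 3 anterior against 6 posterior muscles in group B the 2 explanations cannot be told apart.

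The values of Figure 4 are raw counts. Of its 52 genes, 4 changed the direction of the mean difference between A and B when CPM with TMM replaced raw counts (MYBPC2, ATP2A1, NDUFS7 and ACSL5), and the median shift over the 52 genes was 0.15 on the log2 scale. Their log2 ratios between A and B lay between -0.12 and 0.12, with either kind of value.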
